# Cerebellum-enriched protein INPP5A contributes to selective neuropathology in mouse model of spinocerebellar ataxias type 17

**DOI:** 10.1038/s41467-020-14931-8

**Published:** 2020-02-27

**Authors:** Qiong Liu, Shanshan Huang, Peng Yin, Su Yang, Jennifer Zhang, Liang Jing, Siying Cheng, Beisha Tang, Xiao-Jiang Li, Yongcheng Pan, Shihua Li

**Keywords:** Mechanisms of disease, Protein aggregation, Spinocerebellar ataxia

## Abstract

Spinocerebellar ataxias 17 (SCA17) is caused by polyglutamine (polyQ) expansion in the TATA box-binding protein (TBP). The selective neurodegeneration in the cerebellum in SCA17 raises the question of why ubiquitously expressed polyQ proteins can cause neurodegeneration in distinct brain regions in different polyQ diseases. By expressing mutant *TBP* in different brain regions in adult wild-type mice via stereotaxic injection of adeno-associated virus, we found that adult cerebellar neurons are particularly vulnerable to mutant TBP. In SCA17 knock-in mice, mutant TBP inhibits SP1-mediated gene transcription to down-regulate INPP5A, a protein that is highly abundant in the cerebellum. CRISPR/Cas9-mediated deletion of *Inpp5a* in the cerebellum of wild-type mice leads to Purkinje cell degeneration, and *Inpp5a* overexpression decreases inositol 1,4,5-trisphosphate (IP_3_) levels and ameliorates Purkinje cell degeneration in SCA17 knock-in mice. Our findings demonstrate the important contribution of a tissue-specific protein to the polyQ protein-mediated selective neuropathology.

## Abstract (web summary)

It is not yet clear how ubiquitously-expressed proteins can cause the selective degeneration of particular populations of neurons, such as in spinocerebellar ataxia type 17, SCA17, which results from a CAG trinucleotide repeat expansion in the ubiquitously expressed transcription factor TBP. Here, the authors show that mutant TBP suppresses the cerebellum-enriched transcription of Inpp5a and link altered levels of INPP5A to the selective degeneration of cerebellar neurons.

## Introduction

Polyglutamine (polyQ) disorders are a group of neurodegenerative diseases caused by a CAG trinucleotide repeat expansion that encodes for an expanded polyQ tract in disease proteins^1^. To date, nine polyQ disorders have been identified: six spinocerebellar ataxias (SCA) types 1, 2, 3, 6, 7, 17; Huntington’s disease (HD); dentatorubral–pallidoluysian atrophy; and spinobulbar muscular atrophy^1,2^. An interesting pathological feature of polyQ diseases is that the widely expressed expanded polyQ proteins cause selective neurodegeneration in distinct brain regions in each disease^3^. For example, HD is characterized by preferential loss of the medium spiny neurons in the striatum^4,5^, while most SCA diseases show atrophy in the cerebellum and severe loss of Purkinje cells^2,6,7^. The selective neurodegeneration in polyQ diseases resembles the neuronal vulnerability in other age-dependent neurodegenerative diseases such as Alzheimer’s and Parkinson’s disorders and highlights the importance in understanding its mechanism in order to develop effective treatment for neurodegeneration.

However, despite the monogenic nature of polyQ diseases, understanding the selective neurodegeneration in these diseases has proven to be extremely challenging. This is because the function of most polyQ proteins remains to be defined. Thus investigating polyQ expansion in a well-characterized protein would provide a better opportunity to understand polyQ disease pathogenesis and overcome previous challenges. Spinocerebellar ataxias type 17 (SCA17) is caused by polyQ expansion (>41 glutamines) in the TATA box-binding protein (TBP)^8–11^. TBP is a well-characterized transcription initiation factor that plays a pivotal role in the activation of eukaryotic genes transcribed by RNA polymerase II^12–14^. Similar to other polyQ disease proteins, mutant TBP is expressed ubiquitously throughout the brain and peripheral tissues but preferentially causes neurodegeneration in the cerebellum^8,15^. Given the well-characterized function of TBP and the distinct cerebellar degeneration in SCA17, SCA17 could be an ideal disease model for investigating the mechanism underlying the selective neuropathology, which would also have important implications for understanding the pathogenesis of other SCA diseases.

In the present study, we used SCA17 mice to explore how mutant TBP selectively affects the cerebellum and Purkinje cells. By expressing mutant *TBP* via adeno-associated viruses (AAV) in different brain regions in wild-type (WT) mice, we found that the cerebellum is the most vulnerable brain region. Using SCA17 knock-in mice that endogenously express mutant *TBP*, we found that INPP5A, a protein that is highly abundant in the cerebellum and functions as a terminator of the inositol 1,4,5-trisphosphate (IP_3_) second messenger^16–18^, is downregulated. This was caused by the abnormal binding of mutant TBP to the transcription factor SP1, leading to reduced *Inpp5a* transcription. Furthermore, altering INPP5A in the cerebellum can modulate IP_3_ levels and cerebellum degeneration in SCA17 knock-in mice. These findings uncover a tissue-specific protein that plays a critical role in the pronounced pathology in the cerebellum and also provide a therapeutic target in SCA diseases.

## Results

### Overexpressed mutant TBP preferentially affects Purkinje cells in the cerebellum

It is known that polyQ disease neuropathology is dependent on polyQ repeat length, mutant protein expression levels, and cell types. Because expression levels of mutant proteins can vary in different types of cells, whether polyQ-related neuropathology is brain-region-dependent remains to be defined. This issue can be addressed by using stereotaxic injection of adenoviral vector (AAV) expressing the same amounts of mutant *TBP* in different mouse brain regions, which can avoid the influence of intrinsically diverse expression levels of mutant TBP in distinct brain regions. To this end, we generated AAV-*TBP* expressing mutant *TBP* with different polyQ repeat length (*TBP*-13Q, -44Q, -68Q, and -105Q) and tested their expression in cultured human embryonic kidney 293 (HEK293) cells (Fig. 1a). Western blotting confirmed that mutant TBP proteins with a series of polyQ repeats were expressed with the expected sizes and at similar levels (Fig. 1b). These viral vectors were packaged into AAV9 viruses and then stereotaxically injected into the cerebellum, striatum, and prefrontal cortex in WT mice (Fig. 1c). Immunofluorescent staining of TBP verified the expression of AAV-*TBP* in the injected brain areas (Supplementary Fig. 1a).

**Fig. 1:**
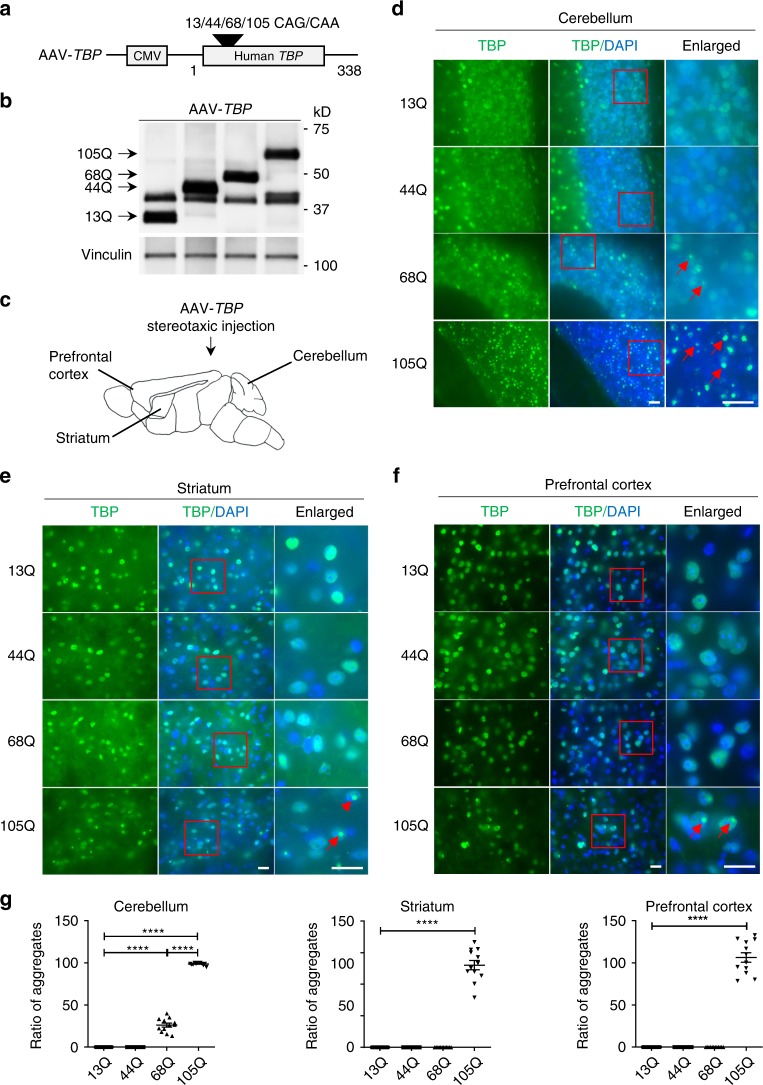
PolyQ expansion promotes TBP to preferentially form aggregates in the cerebellum. **a** A schematic diagram of AAV plasmids expressing human *TBP* with different polyQ repeat lengths. **b** Western blot analysis of HEK293 cells transfected with AAV-*TBP* plasmids confirming the expression of *TBP* with different polyQ repeats (13Q, 44Q, 68Q, and 105Q). Vinculin was used as a loading control. **c** A diagram of stereotaxic injection of AAV-*TBP* into the cerebellum, striatum, and prefrontal cortex in 3-month-old wild-type mice. **d**–**f** TBP immunofluorescent staining of the cerebellum (**d**), striatum (**e**), and prefrontal cortex (**f**) from AAV-*TBP*-injected mouse brains. Anti-1TBP18 antibody was used. Enlarged images in the boxed areas were also presented. Red arrows indicate aggregates. Scale bar = 20 μm. **g** Quantification of the accumulated TBP aggregates in the cerebellum, striatum, and prefrontal cortex. One-way ANOVA followed with Tukey’s multiple comparisons test was performed; cerebellum, *F* = 1491; striatum, *F* = 311.6; prefrontal cortex, *F* = 354.6, ****P < 0.0001. *n* = 4 mice per group, three images per brain region from each mouse were used to count. Data are represented as mean ± SEM. Source data and full blots are provided as a Source Data file.

PolyQ protein toxicity is reflected by its misfolding, which can result in aggregates. We compared mutant TBP aggregates in different brain regions and found that TBP aggregation is increased by a large repeat (105Q) in the prefrontal cortex, striatum, and cerebellum, which is evident by pronounced aggregates formed by *TBP*-105Q (Fig. 1d–f). However, mutant *TBP*-68Q appeared to form aggregates only in the cerebellum, but not in the prefrontal cortex and striatum, which was confirmed by quantifying the aggregate density in these brain regions (Fig. 1g). These results suggest that polyQ expansion promotes TBP to preferentially form aggregates in the cerebellum even with smaller repeat lengths.

Next, we wanted to examine whether mutant TBP also differentially affects different types of neuronal cells when same amount of AAV-*TBP* was used for transduction for the same period length of time. Double immunofluorescent staining clearly showed that mutant *TBP*-44Q could reduce the number of Purkinje cells, which are labeled by calbindin, in the cerebellum to the same extent as *TBP*-68Q and *TBP*-105Q (Fig. 2a). However, only *TBP*-105Q could drastically diminish the number of NeuN-positive cells in the cerebellum, suggesting that only TBP with a very large polyQ repeat could affect different types of neurons (Fig. 2a). Nissl staining also confirmed that only *TBP*-105Q decreased the number of granular cells in the cerebellum (Supplementary Fig. 1b, c). In the striatum, *TBP*-68Q and *TBP*-105Q dramatically reduced the number of DARPP32-positive cells (Fig. 2b), while mutant TBP with different polyQ repeats slightly reduced the number of NeuN-positive cells in the prefrontal cortex (Fig. 2c). The differential effects of polyQ length-dependent neurotoxicity in brain regions were validated by quantifying the numbers of neurons that were identified by cell-type-specific antibodies (Fig. 2d).

**Fig. 2:**
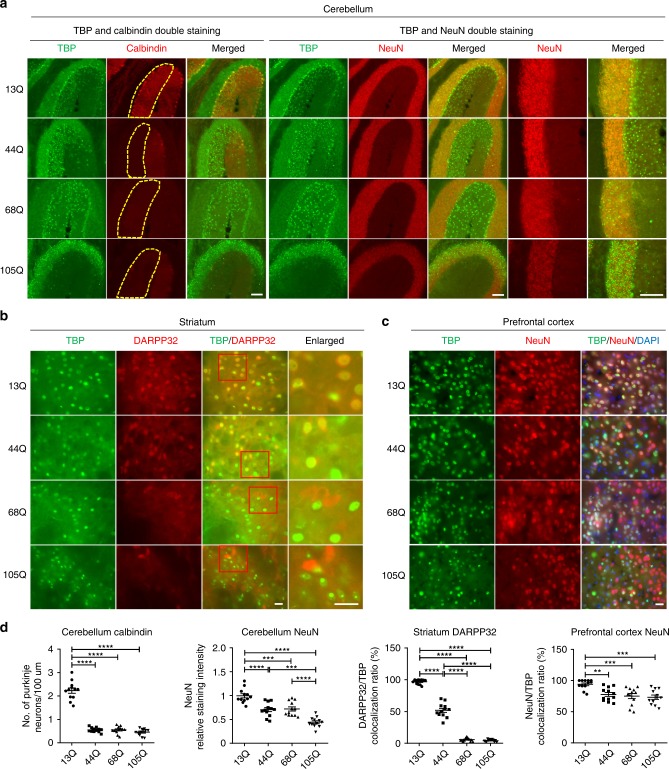
Differential effects of mutant TBP in different brain regions. **a** Immunofluorescent staining of the cerebellum from AAV-*TBP*-injected wild-type mouse brains. Antibodies to TBP, NeuN, and calbindin were used. Scale bar = 100 μm. **b** Immunofluorescent staining of the striatum from AAV-*TBP*-injected wild-type mouse brain. Staining with antibodies to TBP and DARPP32, a marker for medium spiny neurons, showed a reduced expression of DARPP32 in a polyQ length-dependent manner. Scale bar = 20 μm. **c** Immunofluorescent staining of the prefrontal cortex from AAV-*TBP*-injected wild-type mouse brain with anti-TBP and anti-NeuN antibodies. Scale bar = 20 μm. **d** Quantification of neuronal loss in the cerebellum, striatum, and prefrontal cortex from AAV-*TBP*-injected wild-type mouse brains. One-way ANOVA followed with Tukey’s multiple comparisons test was performed; cerebellum calbindin, *F* = 166.7; cerebellum NeuN, *F* = 31.65; striatum, *F* = 638.1; prefrontal cortex, *F* = 8.504, **P < 0.005, ***P < 0.0005, ****P < 0.0001, *n* = 4 mice per group, three images per brain region from each mouse were used to count. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

Reactive astrocytes are another hallmark of neurodegenerative diseases and can be assessed by astrocyte marker glial fibrillary acidic protein (GFAP) staining^19–21^. In the cerebellum, compared with *TBP*-13Q, both *TBP*-68Q and *TBP*-105Q caused significantly increased GFAP staining, while *TBP*-44Q only slightly increased astrocyte reactivity (Supplementary Fig. 2a). Consistent with less severe effects of mutant TBP in the striatum and prefrontal cortex, only a slight increase in reactive astrocytes was seen in these two brain regions (Supplementary Fig. 2b–d). Taken together, our results indicated that the cerebellum is the most vulnerable brain region to mutant TBP toxicity and Purkinje cells are preferentially affected by mutant TBP.

### Selective neuronal loss is also caused by endogenously expressed mutant TBP

It is important to validate the differential effects of mutant TBP in various brain regions when mutant *TBP* is expressed at the endogenous level. We therefore examined the previously generated SCA17 knock-in mouse model that endogenously expresses full-length mutant *TBP*-105Q^22^. *TBP*-105Q readily forms aggregates in adult SCA17 mice to the extent that western blotting is only able to detect aggregated proteins and unable to detect soluble mutant TBP in brain tissues^22^. Consistent with our earlier results from AAV-*TBP*-injected mice, western blotting showed that endogenous mutant TBP is more likely to aggregate in the cerebellum than in the striatum and prefrontal cortex in 3-month-old SCA17 knock-in mice (Fig. 3a). We then compared neuronal vulnerability in different brain regions in SCA17 mice. Because Purkinje cells are specifically localized between the molecular layer and granule layer in the cerebellum, immunofluorescent staining of calbindin-positive cells can determine whether there is loss of Purkinje cells. This staining clearly showed a drastic loss of Purkinje cells in SCA17 knock-in cerebellum as compared with WT control (Fig. 3b). We also performed western blotting of calbindin, which allowed for quantitative analysis of the relative level of calbindin, and found a significant reduction (Fig. 3c). However, NeuN expression in the cerebellum was not affected by endogenously expressed mutant TBP (Fig. 3c). In the striatum, reduced DARPP32 protein level was also seen in the striatum of 5-month-old SCA17 knock-in mice (Fig. 3d). Moreover, immunofluorescent staining showed a slightly but significantly reduced number of DARPP32-positive cells (Fig. 3e). However, NeuN expression in the prefrontal cortex was not changed (Fig. 3f). These results suggest that mutant TBP at the endogenous level also preferentially affects Purkinje cells and striatal cells, which is consistent with the selective loss of Purkinje cells and degeneration of striatal neuronal cells in SCA17 patients^8,15^.

**Fig. 3:**
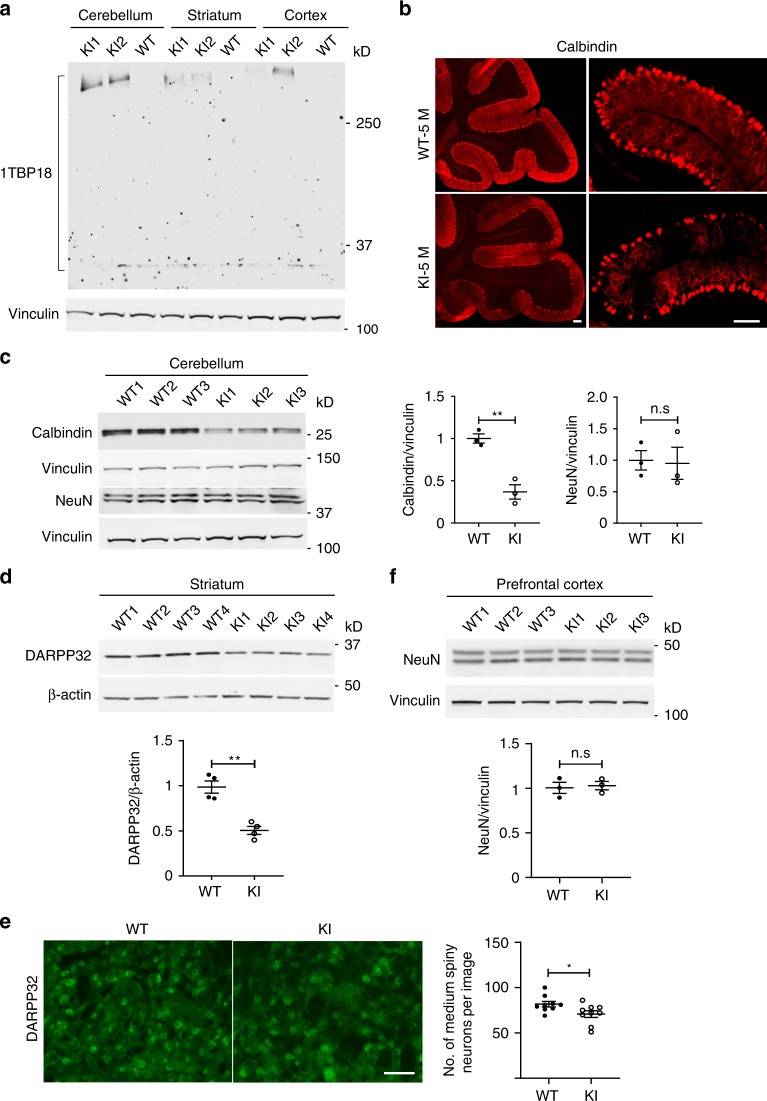
Selective neuronal loss is also caused by endogenously expressed mutant TBP. **a** Western blotting analysis of TBP expression in the cerebellum, striatum, and prefrontal cortex from 3-month-old SCA17 knock-in (KI) and wild-type (WT) mice. Vinculin was used as a loading control. **b** Immunofluorescent staining of Purkinje neurons with anti-calbindin antibody in the cerebellum of 5-month-old WT and KI mice. Scale bar = 100 μm. **c** Western blotting analysis of calbindin and NeuN levels in the cerebellum of 5-month-old WT and KI mice. The densitometric ratios of calbindin to vinculin and NeuN to vinculin were normalized to WT and analyzed with Student’s *t* test, *t* = 6.305, **P = 0.0032, *n* = 3 mice per group. **d** Western blotting of DARPP32 levels in the striatum of 5-month-old WT and KI mice. β-Actin was used as a loading control. The densitometric ratios of DARPP32 to β-actin were normalized to WT and analyzed with Student’s *t* test, *t* = 5.872, **P = 0.0011, *n* = 4 mice per group. **e** Immunofluorescent staining with anti-DARPP32 antibody in the striatum of 5-month-old WT and KI mice. Scale bar = 50 μm. Quantitative assessment of the number of medium spiny neurons labeled by DARPP32 per image field are also presented, *t* = 2.301, *P = 0.0352, *n* = 3 mice per group, three images from each mouse were used to count. **f** Western blotting of NeuN levels in the prefrontal cortex of 5-month-old WT and KI mice. The densitometric ratios of NeuN to vinculin were normalized to WT and analyzed with Student’s *t* test. *n* = 3 mice per group. Data are represented as mean ± SEM. Source data and full blots are provided as a Source Data file.

### Cerebellum-enriched INPP5A is downregulated in SCA17 knock-in mice

The above results suggest that the most prominent neuronal degeneration in SCA17 knock-in mice occurs in the cerebellum. Given that TBP is a ubiquitously expressed transcription factor, the selective neurotoxicity of mutant TBP could involve the alteration in the expression or function of tissue-specific proteins. To identify such targets, RNA sequencing was performed using cerebellum, striatum, and prefrontal cortex tissues from 3-month-old SCA17 knock-in mice and WT littermates (Fig. 4a). 

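The sequencing data comprised 19 libraries from 6 groups of 3-month-old mice, with 3 WT and 4 knock-in libraries from the cerebellum and 3 libraries per genotype from the striatum and from the prefrontal cortex. SCA17 knock-in mice carry an expanded polyglutamine tract in TBP, the TATA box-binding protein. Libraries were made from full-length cDNA amplified from messenger RNA and sequenced on an Illumina HiSeq instrument, and the authors deposited the number of reads counted on each of 41128 genes in each library, without normalization, together with the same counts divided by a size factor per library. The paper's methods state that reads were mapped and normalized with several tools including Cufflinks and that genes were compared with Cuffdiff; the text does not name the genome build or the counting program. The total count per library ranged from 10639110 to 17431284, with a median of 15082703. In the cerebellum, WT libraries held between 11975768 and 15162265 counts (median 14850740) and knock-in libraries between 15695641 and 17431284 (median 17145144.5). In the striatum, WT totals ranged from 13453498 to 15493036 (median 14234055) and knock-in totals from 13668261 to 15096370 (median 14790546). In the prefrontal cortex, the WT range was 14719467 to 15296355 (median 15082703) and the knock-in range 10639110 to 16737744 (median 13757015).

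The counts were normalized for library size and composition by edgeR's TMM method and expressed as CPM, counts scaled to one total for all libraries, and genes with too few counts for a test were removed, which left 16841 genes. All 19 libraries were fitted together, with a mean for each of the 6 groups and a shared estimate of the spread between replicates, and knock-in and WT mice were compared within each region. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were counted as differentially expressed. Reads that overlapping genes or near-identical gene copies share could be divided between them by the authors' counting, so values for gene families carry that limit. Principal component 1 of the log2 CPM held 58.8% of the variance and separated the cerebellum from the striatum and prefrontal cortex, and principal component 2 held 17.8% and separated those other regions from each other. The chi-square statistic per degree of freedom between libraries of the same group was between 5.14 and 31.2 over 21 pairs, above sampling noise in each pair, so no pair was treated as copies of a single library, and the replicate numbers were taken from the sample labels.

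**Figure D1:**
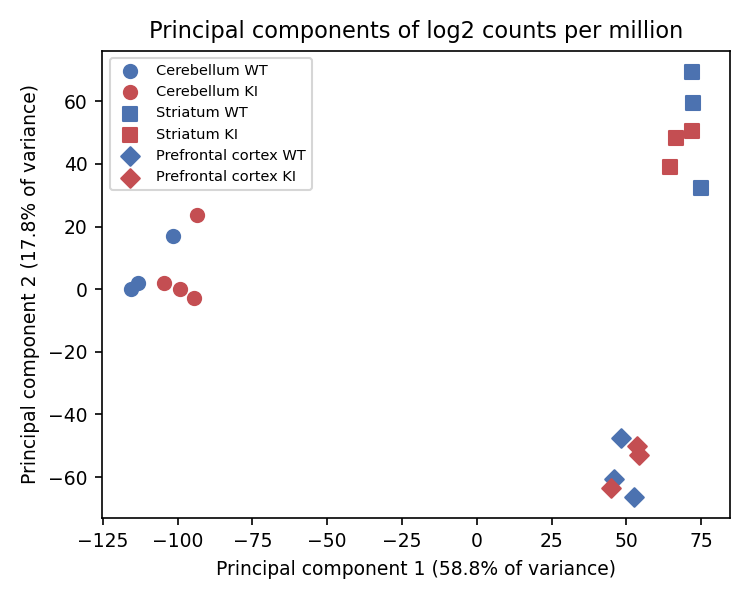
Principal components 1 and 2 of log2 CPM for the 19 libraries, by region (marker) and genotype (colour; KI, knock-in). Libraries group by region along both axes, which hold 58.8% and 17.8% of the variance.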

As expected, the cerebellum from SCA17 knock-in mice displayed the greatest number of differentially expressed genes, while the prefrontal cortex had the least number of affected genes (Fig. 4b, Supplementary Data 1). 

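In the cerebellum, 87 genes were higher and 53 lower in knock-in mice than in WT littermates, a total of 140 of the 16841 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.05. The striatum had 66 genes higher and 32 lower, 98 in total, and the prefrontal cortex 15 higher and 3 lower, 18 in total. Genes with an unadjusted p under 0.05 numbered 1705 in the cerebellum, 1368 in the striatum and 998 in the prefrontal cortex. The median log2 fold change over all tested genes was 0.01 in the cerebellum, -0.01 in the striatum and 0.00 in the prefrontal cortex. Each differentially expressed gene had all knock-in libraries of its region on one side of all WT libraries. Among all tested genes, that held for 12.3% in the cerebellum, 14.1% in the striatum and 8.69% in the prefrontal cortex, where chance gives 5.71% for 4 libraries against 3 and 10% for 3 against 3. The choice that moved the counts most in the cerebellum was DESeq2 with each region fitted alone, which gave 211 genes higher and 265 lower. The cerebellum also had 1 library more than the other regions, and when each library was left out in turn its count of higher genes ranged from 48 to 94 and its count of lower genes from 23 to 64.

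Among the cerebellar genes with the smallest adjusted p were *Irf9*, with a log2 fold change of 2.33 (standard error 0.176, adjusted p = 4.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Fam163b*, at 1.88 (standard error 0.175, adjusted p = 2.32e-05 from the same test, edgeR's quasi-likelihood with Benjamini-Hochberg adjustment). *Il20rb* fell from 215 ± 24.7 CPM (SD, n = 3) in WT to 60.5 ± 8.10 (SD, n = 4) in knock-in cerebellum. *Pcp2*, a Purkinje cell gene, was 189 ± 26.8 CPM (SD, n = 3) in WT and 84.8 ± 14.3 (SD, n = 4) in knock-in cerebellum. In the striatum, *Anks1b* had a log2 fold change of -0.77.

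**Figure D2:**
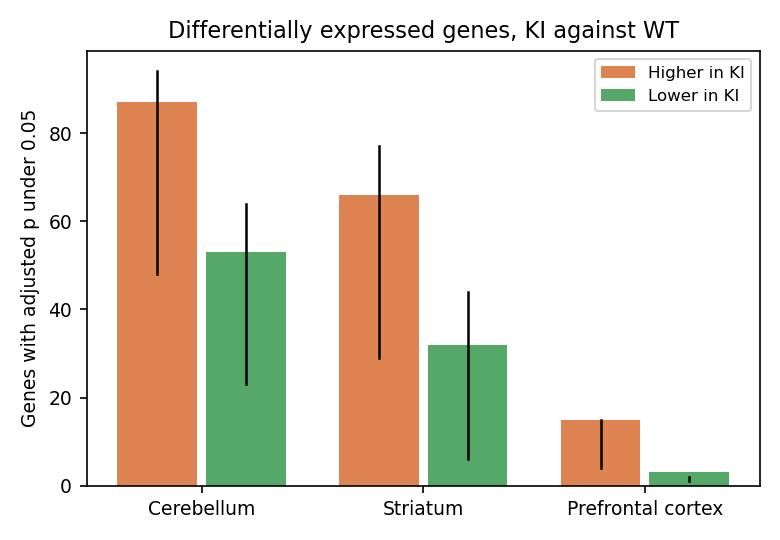
Number of genes higher and lower in knock-in (KI) than in WT mice at an adjusted p under 0.05, by region. Bars give the fit with all 19 libraries and black lines the range when each library of the region was left out in turn; the cerebellum has 87 and 53 genes and the prefrontal cortex 15 and 3.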

Gene set enrichment analyses were performed on the differentially expressed genes in different brain regions (Supplementary Fig. 3). 

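MetaCore's ontologies were not used here, and the differentially expressed genes were tested instead against 881 Reactome pathways by a one-sided Fisher exact test over the 5191 tested genes with a Reactome entry. Of the 87 genes higher in the knock-in cerebellum, 41 had an entry, and 19 pathways passed a Benjamini-Hochberg adjusted p of 0.05 in this Fisher exact test. Interferon signaling came first, with 18 of its 103 genes in the list. The genes higher in the striatum gave 16 pathways, again with interferon signaling first, at 17 genes, and those higher in the prefrontal cortex gave 5. Lists of lower genes gave 0 pathways in each region, with few genes to test: 13 had an entry in the striatum and 1 in the prefrontal cortex. In the cerebellum the lower list had 21 genes with an entry, and its smallest unadjusted Fisher exact p was 0.00375, for the effects of PIP2 hydrolysis, with 2 of 23 genes.

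Gene sets written down before the data were examined were also tested with limma's rotation test, which uses all genes of a set whether or not each one passes alone. The sets for interferon, MHC class I, complement and calcium transport stand for pathways that the paper names from these same libraries. A pass of such a set is therefore not independent support for the paper's pathway. Over 15 sets and 3 regions, 13 of 45 tests passed the adjusted threshold. The interferon-stimulated set had a median log2 fold change of 1.33 in the cerebellum (adjusted p = 6.12e-05 from limma's rotation test with Benjamini-Hochberg adjustment), 1.42 in the striatum and 0.71 in the prefrontal cortex. Its genes were higher in knock-in mice for 31, 33 and 32 of 33 members in these regions. The set for antigen presentation by MHC class I passed in the cerebellum, with a median of 0.48, and in the striatum, with a median of 0.61. Complement genes passed in the cerebellum (median 0.50, adjusted p = 0.00231 from limma's rotation test with Benjamini-Hochberg adjustment) and not in the striatum or prefrontal cortex (adjusted p = 0.682 and 0.657 from that rotation test).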

Interestingly, the 28 genes that were upregulated in all three brain regions (Fig. 4c) were enriched in immune-related pathways (Supplementary Fig. 3g), which is consistent with increased reactive astrogliosis in AAV-*TBP*-injected mouse brains (Supplementary Fig. 2).

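In the fit of all 19 libraries, 13 genes were higher in knock-in mice in all 3 regions at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 28 genes that the paper lists in Supplementary Data 1 were all higher in knock-in mice in each region. Of these 28, 13 passed the threshold in 3 regions, 8 in 2 regions, 6 in 1 region and 1, *Phf11d*, in 0. By region, 23 passed in the cerebellum, 24 in the striatum and 14 in the prefrontal cortex; with the adjustment made over these 28 genes alone, 28 passed in each, but the list is the paper's own selection from the same libraries. The median log2 fold change of the list was 2.27 in the cerebellum, 2.15 in the striatum and 1.73 in the prefrontal cortex. *Irf7*, a transcription factor of the interferon response, rose by a log2 fold change of 3.16 in the cerebellum, 3.10 in the striatum and 2.25 in the prefrontal cortex. *Ifi27l2a* rose by 4.46, 3.83 and 3.03 in the same order. *Oas1g* stood at 0.0437, 0.0223 and 0.0225 CPM in WT mice, too few counts for the size of its fold change to be stated. *Polr2a*, which encodes the largest subunit of RNA polymerase II, rose by 0.97, 0.94 and 0.86, with standard errors of 0.107, 0.115 and 0.114.

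Of the 13 genes, 7 had a Reactome entry, and 5 pathways passed a one-sided Fisher exact test with Benjamini-Hochberg adjustment, led by interferon signaling with 6 genes (adjusted p = 3.20e-07). A set of 21 genes of reactive astrocytes had a median log2 fold change of 0.25 in the cerebellum, 0.01 in the striatum and -0.01 in the prefrontal cortex (adjusted p = 0.258, 0.842 and 0.878 from limma's rotation test with Benjamini-Hochberg adjustment), and in the striatum and prefrontal cortex its direction changed under other settings. *Gfap* was 246 ± 8.98 CPM (SD, n = 3) in WT and 290 ± 51.9 (SD, n = 4) in knock-in cerebellum, a log2 fold change of 0.24 that was within the spread between replicates.

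**Figure D3:**
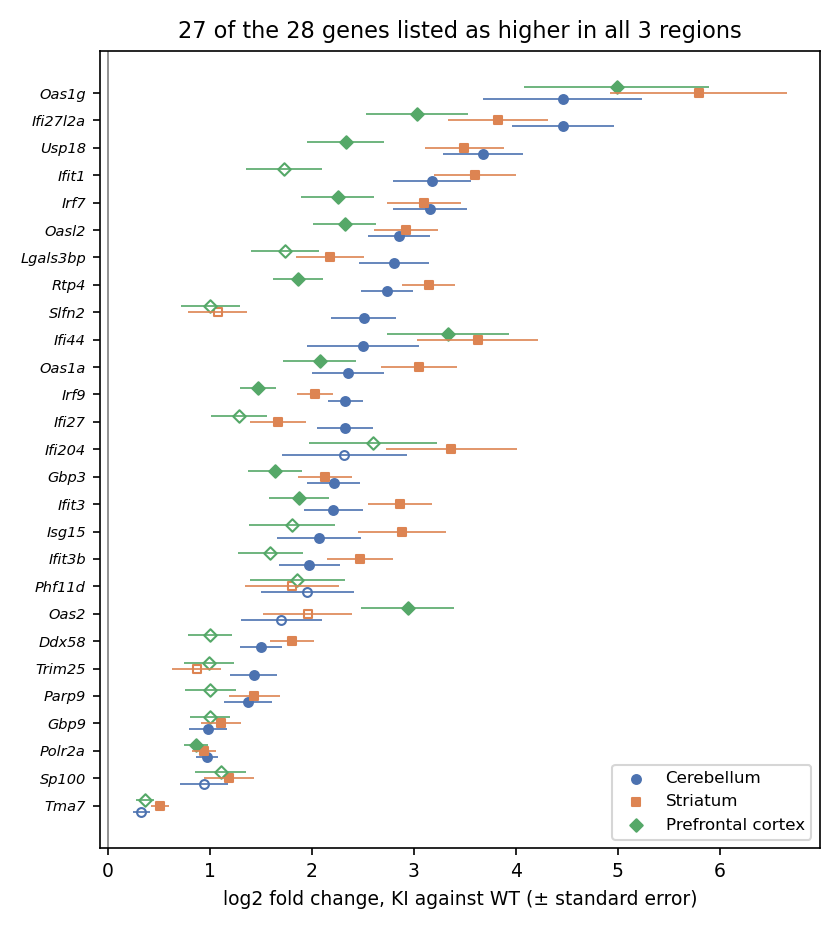
Log2 fold change between knock-in (KI) and WT mice, with its standard error, for 27 of the 28 genes of Supplementary Data 1 that the paper lists as higher in all 3 regions. Filled symbols mark an adjusted p under 0.05 and open symbols the others; all 27 genes lie above 0 in each region, and the height of *Oas1g* is a rough value because its WT libraries held few counts.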

**Fig. 4:**
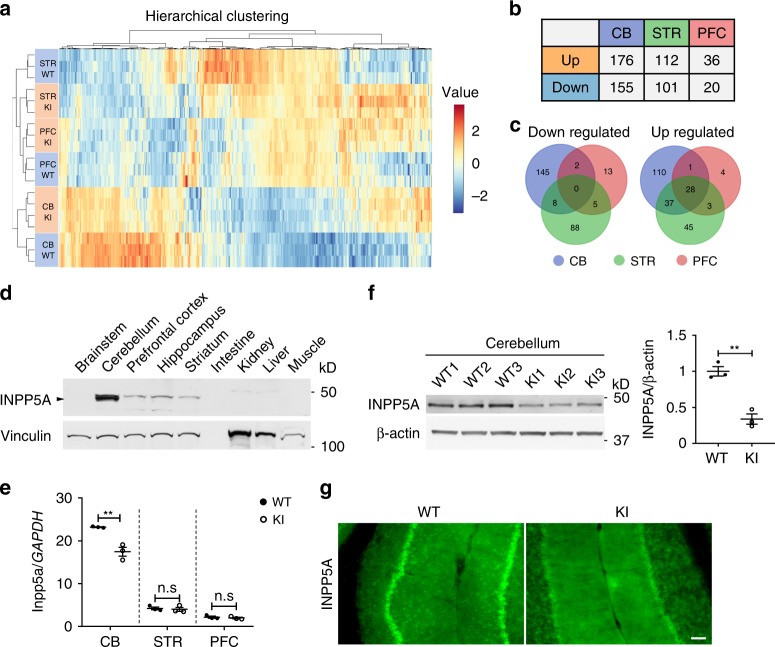
Cerebellum-enriched INPP5A is downregulated in SCA17 knock-in mice. **a** Heatmaps of dysregulated genes hierarchically clustered from the cerebellum (CB), striatum (STR), and prefrontal cortex (PFC) of 3-month-old SCA17 KI and age-matched WT mice (*n* = 3–4 mice per group). Data were presented as log2 fold change with adjusted *P* value < 0.05. **b** Summary of the numbers of differentially expressed genes in the CB, STR, and PFC in KI mice. **c** Venn diagrams indicating the numbers of downregulated or upregulated genes in the CB, STR, and PFC. **d** Western blotting of INPP5A levels in different tissues from 3-month-old WT mice. Vinculin was used as a loading control. **e** Real-time PCR assay of *Inpp5a* mRNA levels in the CB, STR, and PFC from 3-month-old KI mice. The relative mRNA levels of *Inpp5a* were obtained by normalizing values to an internal control, *GAPDH*, and analyzed with Student’s *t* test, *t* = 5.493, **P = 0.0054, *n* = 3 mice per group. **f**, **g** Western blotting (**f**) and immunofluorescent staining (**g**) of INPP5A in the cerebellum from 3-month-old WT and KI mice. Scale bar = 100 μm. In **f**, densitometric ratios of NeuN to β-actin were normalized to WT and analyzed with Student’s *t* test, *t* = 6.903, **P = 0.0023, *n* = 3 mice per group. Data are represented as mean ± SEM. Source data and full blots are provided as a Source Data file.

RNA sequencing identified 245 cerebellar specifically dysregulated genes (110 upregulated genes and 145 downregulated genes). However, all of the 110 upregulated genes were expressed at the comparable level in three brain regions and are involved in immune-related pathway (Supplementary Data 1, Supplementary Fig. 3a). Therefore, we focused on the 145 specifically downregulated genes and ranked them based on their abundance and specificity in the cerebellum (Supplementary Data 1). 

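Of the 87 genes higher in the knock-in cerebellum, 42 were in neither of the lists of higher genes of the striatum and prefrontal cortex, 32 were shared with the striatum alone and 13 with both. Of the 53 genes lower in the cerebellum, 51 were in neither of the other lists and 2 were shared with the striatum. With DESeq2 in place of edgeR on the same groups, these cerebellum-only lists held 111 and 145 genes. The difference of the knock-in effect between regions was tested as an interaction. The knock-in effect differed between cerebellum and prefrontal cortex for 3 genes (*Fam163b*, *C1qa* and *Cd68*, the latter pair named after their values were seen) and between cerebellum and striatum for 2 (*Fam163b* and *Cd68*) at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; at an unadjusted p under 0.05 the numbers were 1031 and 1126. Of the 42 higher genes, 2 passed this test against both other regions, and of the 51 lower genes 0 did, with 37 at an unadjusted p under 0.05 against both. The cerebellum-only higher genes had a median log2 fold change of 1.22 in the cerebellum, 0.17 in the striatum and -0.01 in the prefrontal cortex. Of the 42, 32 moved in the same direction in the striatum and 20 in the prefrontal cortex. For the lower genes the medians were -0.93, -0.11 and -0.11, and 32 of the 51 moved in the same direction in the striatum and 37 in the prefrontal cortex.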

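Normalized levels in WT mice were compared between regions for the 42 genes higher only in the knock-in cerebellum. For 10 of them, the WT level in the cerebellum was within 3-fold of the levels in both the striatum and the prefrontal cortex. For 29, it was at least 3 times lower than both, and for 0 it was at least 3 times higher. The median ratio of the cerebellar level to that in the striatum was 0.207, and to that in the prefrontal cortex 0.217. In the list of 110 genes of Supplementary Data 1, with the authors' normalized counts, 44 genes were within 3-fold of both other regions, 58 were at least 3 times lower than both and 1 was at least 3 times higher.

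A set of 24 microglia genes had a median log2 fold change of 0.75 in the knock-in cerebellum, with 23 of 24 genes higher (adjusted p = 6.49e-05 from limma's rotation test with Benjamini-Hochberg adjustment), against 0.06 in the striatum and -0.07 in the prefrontal cortex. The difference of the knock-in effect on this set passed between cerebellum and prefrontal cortex (adjusted p = 0.00154) and between cerebellum and striatum (adjusted p = 0.00408) by limma's rotation test with Benjamini-Hochberg adjustment. *C1qa*, a complement gene, lay between 16.2 and 21.2 CPM in the 4 knock-in cerebellum libraries and between 7.13 and 8.01 in the 3 WT libraries. In the striatum it lay between 34.1 and 38.9 in WT and between 36.7 and 54.1 in knock-in libraries. Of the 42 genes, 21 had a Reactome entry, and 2 pathways passed a one-sided Fisher exact test with Benjamini-Hochberg adjustment, the innate immune system with 11 genes and the complement cascade with 3 (adjusted p = 1.65e-04 and 0.0165).

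**Figure D4:**
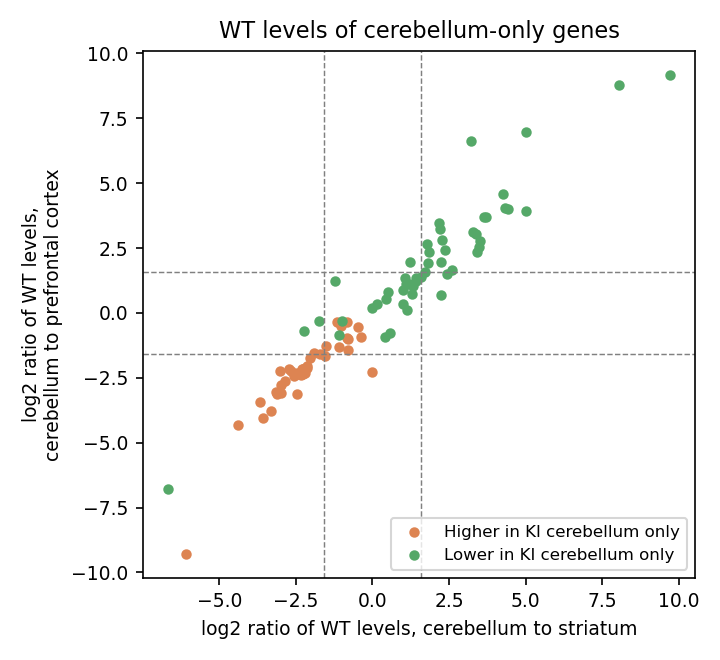
Log2 ratio of mean WT CPM, cerebellum to striatum (horizontal) and cerebellum to prefrontal cortex (vertical), for the 42 genes higher and the 51 genes lower only in the knock-in (KI) cerebellum; 0.01 CPM was added to each level. Dashed lines mark a 3-fold difference; 29 of the higher genes lie at least 3 times lower than in both other regions.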

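Among the 51 genes lower only in the knock-in cerebellum, 24 had a WT level in the cerebellum at least 3 times that in both other regions. In all tested genes this held for 682 of 16841 (one-sided Fisher exact p = 2.09e-20). This p may overstate the evidence, since the same WT cerebellum libraries give both the level and the fall. The test also treats genes that fall together as independent, and genes with low counts elsewhere are harder to call there. Ranked by WT level in the cerebellum, the 5 most abundant of the 24 were *Inpp5a*, *Grm4*, *Bmp1*, *Il20rb* and *Fam107b*. *Grm4* stood at 294 ± 33.0 CPM (SD, n = 3) in WT cerebellum, 4.57 times the striatal and 9.41 times the prefrontal level, and had a log2 fold change of -0.74 in knock-in mice. *Bmp1* stood at 261 ± 6.96 (SD, n = 3) and had a log2 fold change of -0.68. *Il20rb* was 265 times the striatal level and had a log2 fold change of -1.83, and *Fam107b*, at 12.9 times the striatal level, had -1.05. In fits that each left out a library, *Bmp1* exceeded the adjusted threshold of 0.05 in 6 of 7 and *Grm4* in 4 of 7 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while *Fam107b* stayed under it in each.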

Among these genes, *Inpp5a* is an interesting candidate gene because of its selective expression in the cerebellum. 

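*Inpp5a* (Ensembl gene ENSMUSG00000025477) encodes an inositol polyphosphate-5-phosphatase and lies on the plus strand of chromosome 7 from 139389109 to 139579652 in the GENCODE M21 annotation of the mouse genome GRCm38. Its level in WT mice was 476 ± 10.4 CPM in the cerebellum, 98.3 ± 5.92 in the striatum and 67.4 ± 4.85 in the prefrontal cortex (SD, n = 3 each). The WT cerebellum exceeded the WT prefrontal cortex by a log2 fold change of 2.82 (standard error 0.125, adjusted p = 1.53e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the WT striatum by 2.28 (standard error 0.122). These ratios were 7.07 and 4.84 on the linear scale, above the 3-fold limit in the paper's methods. The cerebellar WT level ranked first among the 24 cerebellum-enriched genes that fell only in the knock-in cerebellum. From the genes that fell only in the knock-in cerebellum, ordered by their abundance and specificity there, the paper reasons that *Inpp5a* is a candidate because it is expressed selectively in that region.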

INPP5A protein is the major enzyme that hydrolyzes IP_3_, an intracellular messenger that increases intracellular calcium to mediate cell responses to various stimulations^16,23,24^. *Inpp5a* deletion was also reported to cause ataxia in mice^25^. The *Inpp5a* gene has three different splicing isoforms, named A, B, and C, encoding predicted proteins of 412aa, 422aa, and 420aa, respectively (Supplementary Fig. 4a). Sequence alignment reveals that isoform A has a distinct C terminus, whereas isoform C has a unique N terminus. PCR studies using isoform-specific primers showed that isoforms (A and C) are highly expressed in the cerebellum compared to the prefrontal cortex. However, isoform C is expressed at a very low level in both the cerebellum and cortex (Supplementary Fig. 4b, c), whereas isoform A is much more abundant in the cerebellum than in the cortex. Western blotting also revealed that, among all the tissues examined, *Inpp5a* is expressed at a much higher level in the cerebellum (Fig. 4d).

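In the RNA sequencing libraries, *Inpp5a* fell from 476 CPM in WT cerebellum to 333 ± 63.3 (SD, n = 4) in the cerebellum of knock-in mice, a log2 fold change of -0.51 (standard error 0.107, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 knock-in libraries all lay under the 3 WT libraries, and a two-sided exact permutation test of the 7 log2 values gave p = 0.0571, where the smallest p that 4 against 3 libraries allow is 0.0286. The change in the striatum was -0.12 (standard error 0.118) and in the prefrontal cortex -0.10 (standard error 0.119), with adjusted p of 0.880 and 0.973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference of the knock-in effect between cerebellum and prefrontal cortex was -0.42 (standard error 0.161, adjusted p = 0.688 from the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; unadjusted p = 0.0192), and that between cerebellum and striatum was -0.39 (standard error 0.160, unadjusted p = 0.0248). With each of the 7 cerebellum libraries left out in turn, the log2 fold change stayed between -0.64 and -0.44, and 6 of the 7 fits had an adjusted p above 0.05, up to 0.117, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the cerebellum fitted alone the change was -0.51 at an adjusted p of 0.113 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and with DESeq2 it was -0.52 at an adjusted p of 0.00116. A set of 21 Purkinje cell genes had a median log2 fold change of -0.38 in the same libraries, with 1 of the 21 higher in knock-in mice.

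Of the 6 paralogs *Inpp5b*, *Inpp5d*, *Inpp5e*, *Inpp5f*, *Inpp5j* and *Inpp5k*, 0 passed the adjusted threshold in the cerebellum, over all genes or over this list alone. *Inpp5j* had the largest change, from 224 ± 19.6 CPM (SD, n = 3) to 160 ± 17.5 (SD, n = 4), a log2 fold change of -0.48 with a standard error of 0.227, and 1 alternative, DESeq2 with each region fitted alone, called it. *Inpp5d*, which is expressed at 3.02 ± 0.281 CPM (SD, n = 3) in WT cerebellum, rose by 0.43 (standard error 0.165). The other paralogs changed by -0.18 for *Inpp5e*, -0.12 for *Inpp5k*, -0.10 for *Inpp5b* and 0.17 for *Inpp5f*, whose direction changed when WT replicate 2 was left out.

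**Figure D5:**
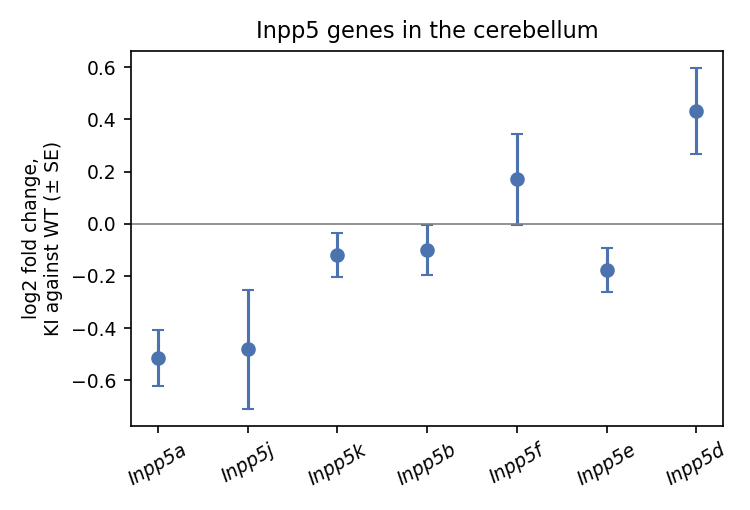
Log2 fold change between knock-in (KI) and WT cerebellum, with its standard error, for *Inpp5a* and 6 paralogs. *Inpp5a* lies at -0.51 and *Inpp5j* at -0.48, the latter with a wider standard error (0.227 against 0.107).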

RNA sequencing results showed that *Inpp5a*, but not other *Inpp5* paralogs (Supplementary Fig. 4d), was significantly decreased in the SCA17 knock-in mouse cerebellum compared to the WT littermates. Real-time PCR assay verified the decreased level of *Inpp5a* transcripts in the cerebellum but not in the striatum and prefrontal cortex in SCA17 knock-in mice (Fig. 4e). Moreover, western blotting results showed that INPP5A was significantly reduced in the cerebellum of SCA17 knock-in mice (Fig. 4f). Immunofluorescent staining demonstrated that INPP5A is highly expressed in Purkinje cells in WT mice but is markedly decreased in SCA17 knock-in mice (Fig. 4g). These results suggested that mutant TBP reduces the expression of *Inpp5a* mRNA, leading to a decrease in its protein level.

### Expanded polyQ affects the interaction between TBP and SP1 and impairs the transcription of *Inpp5a*

Given that *Inpp5a* is highly expressed in Purkinje cells and its deletion is associated with ataxia phenotypes in mice^25^, we then explored how mutant TBP can affect *Inpp5a* transcription. Since there is no TATA box sequence present in the *Inpp5a* promoter proximal region, mutant TBP may not directly bind to its promoter to inhibit its transcription. However, we found several sites that can bind zinc finger transcription factor SP1, which showed higher scores for the potential to regulate *Inpp5a* (Supplementary Table 1).

Mutant TBP has been reported to bind to SP1 to affect gene expression in cultured cells^26^. We performed chromatin immunoprecipitation (ChIP) in Neuro2a cells, which had been transfected with *SP1* and *TBP* (either 13Q or 105Q) plasmids, and investigated whether the binding efficiency of SP1 to the two *Inpp5a* isoform (A and C) promoters was affected by mutant TBP. In the presence of mutant TBP, there was a significant reduction in the association of SP1 with the endogenous *Inpp5a* isoform A promoter compared with the control proliferating cell nuclear antigen (*PCNA*) promoter. However, there was a slight but not significant decreased association with *Inpp5a* isoform C promoter (Fig. 5a). Since there was only one SP1-binding site in the remote region of *Inpp5a* isoform C promoter and the expression of isoform C was low (Supplementary Fig. 4b, c), we then focused on isoform A and refer to *Inpp5a* isoform A as *Inpp5a* unless otherwise stated.

**Fig. 5:**
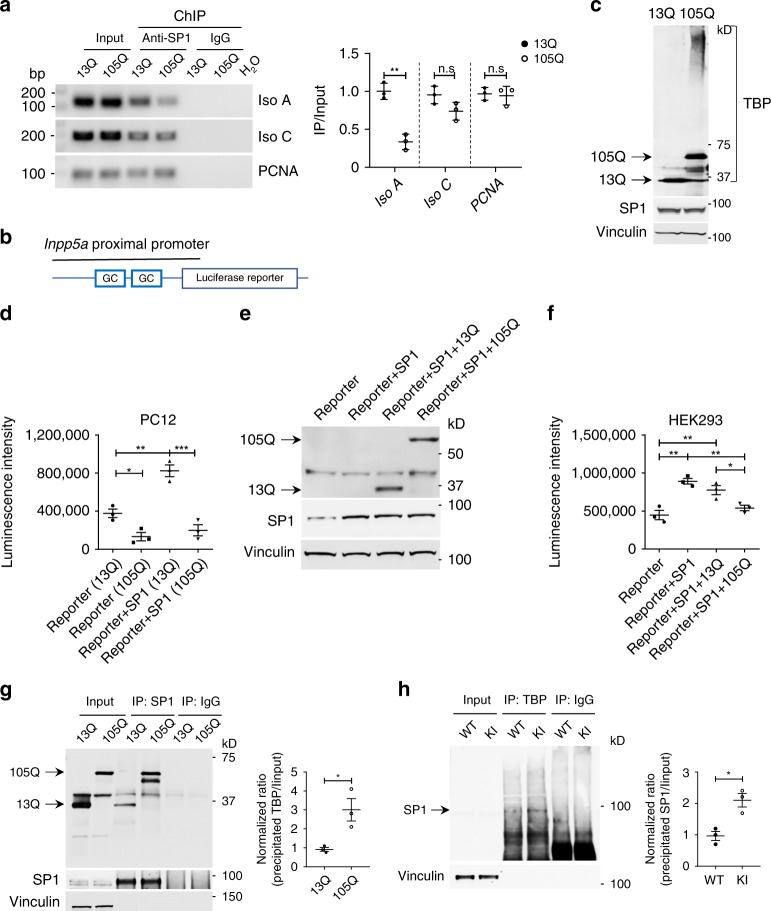
Expanded polyQ affects the interaction between TBP and SP1 and impairs the transcription of *Inpp5a*. **a** Chromatin immunoprecipitation (ChIP) assay of SP1 association with the *Inpp5a* promoter in HEK293 cells transfected with *TBP*-13Q or *TBP*-105Q. Cross-linked chromatin materials were immunoprecipitated (IP) by anti-SP1 and were subjected to polymerase chain reaction (PCR) with primers specific for the promoter region of *Inpp5a* and *PCNA* (proliferating cell nuclear antigen), which served as a control. Representative agarose gel electrophoresis images of PCR products (left). Quantification of the ratios of immunoprecipitated products to input is presented (right). *T* = 7.757, **P = 0.0015 (unpaired *t* test). **b** Schematic map of a luciferase construct for reporter assay. **c** Western blotting showing the expression of SP1 and TBP in transfected PC12 cells. **d** Luciferase activity analysis of stable PC12 cell lines expressing *TBP*-13Q or *TBP*-105Q with or without transfected *SP1*. Luminescence intensity was analyzed with one-way ANOVA followed with Tukey’s multiple comparisons test. *F* = 35.19, *P < 0.05, **P < 0.005, ***P < 0.0005. **e** Western blot analysis of HEK293 cells transfected with *SP1* and *TBP*-13Q or 105Q. **f** Luciferase activity analysis of transfected HEK293 cells. Cells transfected only with *Inpp5a* promoter reporter were used as control. Luminescence intensity was analyzed with one-way ANOVA followed with Tukey’s multiple comparisons test. *F* = 16.39, *P < 0.05, **P < 0.005. **g** Co-immunoprecipitation of transfected *SP1* with *TBP*-13Q or *TBP*-105Q in HEK293 cells showing an increased interaction of SP1 with soluble TBP-105Q compared to TBP-13Q. Right panel showing the ratio of precipitated TBP to input. *T* = 3.518, *P = 0.0245 (Student’s *t* test). **h** TBP antibody immunoprecipitation of mouse cerebellar lysates also showed that more SP1 was coprecipitated in KI mice than in WT mice. One-month-old mice were used. Right panel showing the ratio of precipitated SP1 to input. *T* = 4.389, *P = 0.0118 (Student’s *t* test). Data are represented as mean ± SEM. Source data and full blots are provided as a Source Data file.

To functionally assess the effect of mutant TBP on the transcription of *Inpp5a*, we generated a luciferase reporter vector (Fig. 5b) to express luciferase under the control of the proximal promoter of *Inpp5a* (−1419 to −109). *TBP* stably transfected PC12 cell lines (13Q or 105Q) were transfected with *SP1* or green fluorescent protein (GFP) plasmid (Fig. 5c). As expected, overexpression of *SP1* dramatically enhanced luciferase intensity, indicating that SP1 indeed activates *Inpp5a* transcription (Fig. 5d). Moreover, *TBP*-105Q cell lines yielded a much lower level of transcriptional activity compared to *TBP*-13Q cells (Fig. 5d). Furthermore, transiently transfected HEK293 cells expressing the *Inpp5a* promoter reporter and *SP1* plus *TBP*-13Q or *TBP*-105Q confirmed the decreased activity of this reporter in the presence of mutant TBP-105Q (Fig. 5e, f). In addition, *TBP*-44Q and *TBP*-68Q also significantly affected the SP1-mediated *Inpp5a* transcriptional activity (Supplementary Fig. 5).

We then wanted to know whether mutant TBP bound more tightly to SP1 to affect *Inpp5a* expression. To this end, HEK293 cells were transfected with *SP1* and *TBP*-13Q or *TBP*-105Q. Co-immunoprecipitation showed that significantly more *TBP*-105Q than *TBP*-13Q was coprecipitated with SP1 (Fig. 5g), suggesting that polyQ expansion enhances the binding of SP1 with mutant TBP and may impair SP1 binding to the *Inpp5a* promoter region, leading to the reduction of *Inpp5a* transcription. To provide in vivo evidence for this idea, immunoprecipitation using anti-TBP antibody was performed with cerebellar extracts from WT and SCA17 knock-in mice. More SP1 was precipitated from SCA17 knock-in mouse brain compared to the brain lysates from WT mice (Fig. 5h). Taken together, the above results suggest that SP1 is involved in transcriptional regulation of *Inpp5a* and mutant TBP could inhibit the transcriptional activity of SP1 through its abnormal interaction.

### Knockdown of *Inpp5a* leads to loss of Purkinje cells while overexpression of *Inpp5a* could ameliorate Purkinje cell degeneration

Previous studies have shown that *Inpp5a* deletion generated by gene-trap insertion causes perinatal lethality and cerebellar degeneration in a mouse model with mixed genetic background^25^. However, earlier literature indicates that gene-trap insertion for generating gene deletion based on mixed genetic background would affect phenotypes^27^. Thus whether *Inpp5a* knockdown in adult mouse brain could induce Purkinje cell degeneration is still inconclusive. We used CRISPR/Cas9 editing method to knockdown *Inpp5a* in adult mouse brain by stereotaxic injection of AAV viruses carrying *Inpp5a* guide RNAs (gRNAs) into the cerebellum of *Cas9* transgenic mice (Fig. 6a). *Cas9* transgenic mice were generated by crossing EIIa-Cre mice with conditional *Cas9* mice that were obtained from the Jackson Laboratory and described previously^28^. The efficiency of gRNAs targeting *Inpp5a* was verified by T7 Endonuclease I assay before virus packaging (Supplementary Fig. 6a). *Inpp5a* gRNA or control gRNA virus was bilaterally injected into the cerebellum of *Cas9* transgenic mice. After 4 weeks, brain tissues were isolated for analysis. Western blotting showed that the level of INPP5A was dramatically reduced in the *Inpp5a* gRNA-injected side compared to the control side injected with control viruses (Fig. 6b). Since AAV vector also expressed red fluorescent protein (RFP), we performed double immunofluorescent staining of the injected mouse cerebellum. Knockdown of *Inpp5a* led to an obvious reduction in calbindin-labeled Purkinje cell density (Fig. 6c, Supplementary Fig. 6b).

**Fig. 6:**
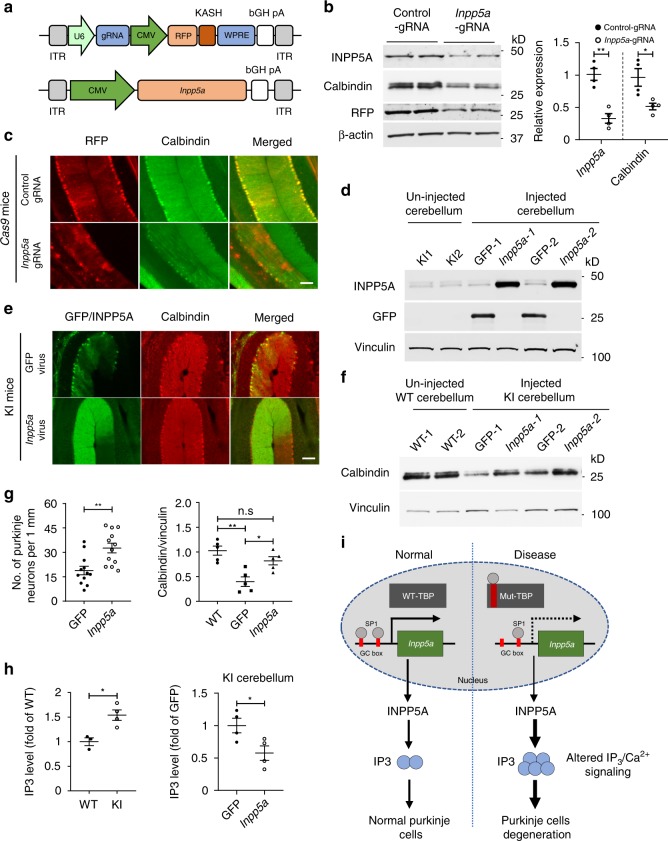
*Inpp5a* Knockdown leads to Purkinje cell degeneration, whereas *Inpp5a* overexpression reduces Purkinje cell degeneration. **a** Schematic diagram of AAV-*Inpp5a* gRNA and AAV-*Inpp5a* vectors. **b** Western blotting analysis of INPP5A and calbindin in AAV-control gRNA or AAV-*Inpp5a* gRNA-injected 3-month-old EIIa-*Cas9* transgenic mice cerebellum (left panel). The densitometric ratios of INPP5A to β-actin and calbindin to β-actin were normalized to control and analyzed with Student’s *t* test (right panel). Calbindin, *t* = 3.095, *P = 0.0213; *Inpp5a*, *t* = 5.79, **P = 0.0012, *n* = 4 mice per group. **c** Representative immunofluorescence images of AAV-gRNA-injected *Cas9* mouse cerebellum without mutant TBP. **d** Western blotting showing the expression of AAV-*Inpp5a* or AAV-GFP in the injected KI mouse cerebellum. **e** Representative immunofluorescence images of AAV-*Inpp5a* or AAV-GFP-injected 5-month-old KI mouse cerebellum. **f** Western blotting showing increased calbindin in the cerebellum of SCA17 mice after injection of AAV-*Inpp5a*. AAV-GFP injection served as control. **g** Quantification of Purkinje cells (left panel) in **e** was analyzed with Student’s *t* test, *t* = 3.483, *P = 0.0011, *n* = 4 mice per group, three images were used to count from each mouse. The densitometric ratios of calbindin to vinculin in **f** were normalized to WT and analyzed with one-way ANOVA followed with Tukey’s multiple comparisons test. *F* = 12.32, *P < 0.05, **P < 0.005. *n* = 5 mice per group. **h** IP_3_ ELISA assay of cerebellar lysates from 2-month-old KI mice and age-matched WT mice (left) and from AAV-*Inpp5a* or AAV-GFP-injected 3-month-old KI mice (right). IP_3_ levels (fold of WT or fold of GFP) were analyzed with Student’s *t* test, *t* = 3.77, *P = 0.013 (left); *t* = 2.681, *P = 0.0365 (right), *n* = 3–4 mice per group. **i** A proposed model for selective neurodegeneration in SCA17. Mutant TBP downregulates INPP5A by inhibiting SP1 from activating *Inpp5a* transcription. The reduction of INPP5A dysregulates the IP_3_/Ca^2+^ pathway, leading to Purkinje cell degeneration. Scale bar = 100 μm. Data are represented as mean ± SEM. Source data and full blots are provided as a Source Data file.

Since *Inpp5a* knockdown in the cerebellum reduced Purkinje cell numbers, it is possible that overexpression of *Inpp5a* could alleviate Purkinje cell degeneration. To test this idea, we generated an AAV-*Inpp5a* expression vector to overexpress mouse *Inpp5a* under the control of a CMV promoter (Fig. 6a). We then injected AAV-*Inpp5a* or control AAV-GFP bilaterally into the cerebellum of 4-month-old SCA17 knock-in mice. One month after injection, brain tissues were collected and the expression of *Inpp5a* or GFP was confirmed by western blotting (Fig. 6d) and immunofluorescent staining (Fig. 6e). Overexpression of *Inpp5a* in SCA17 knock-in mouse brain increased the number of calbindin-labeled Purkinje cells, while AAV-GFP-injected SCA17 knock-in cerebellum still showed a significant reduction of Purkinje cells (Fig. 6e), which was further confirmed by Nissl staining (Supplementary Fig. 6c). Western blotting analysis also showed the increased level of calbindin in the AAV-*Inpp5a*-injected side (Fig. 6f). Quantitative analysis of calbindin-positive cells in immunofluorescent staining and the relative expression level of calbindin in western blots also verified that INPP5A is protective for Purkinje cells (Fig. 6g). All these results confirmed the protective effect of INPP5A on mutant TBP toxicity and its involvement in the Purkinje neuron degeneration.

Previous studies demonstrated the critical role of INPP5A in regulating IP_3_ and intracellular calcium by terminating the IP_3_ signal^16,29,30^. Perturbation of IP_3_ signal has been implicated in the pathogenesis of SCAs^16,31–35^. Therefore, we detected the IP_3_ level using IP_3_ enzyme-linked immunosorbent assay (ELISA) assay. We found that the IP_3_ level was significantly increased in adult SCA17 knock-in cerebellar lysate (Fig. 6h, left). We further examined the IP_3_ level after AAV-*Inpp5a* or AAV-GFP injection into the cerebellum of adult SCA17 knock-in mice and found that *Inpp5a* overexpression reduced IP_3_ level compared with the GFP-injected side (Fig. 6h, right). In combination with the protective effect of INPP5A against Purkinje cell degeneration, we propose that INPP5A plays a critical role in selective neurodegeneration in SCA17 because mutant TBP impairs its expression to affect IP_3_/Ca^2+^ signal pathway, leading to Purkinje cell degeneration (Fig. 6i).

## Discussion

As an important transcription factor, TBP is essential for the function and viability of a vast majority of cells. However, how polyQ expansion in this ubiquitously expressed transcription factor can cause selective cerebellar neuronal degeneration is still unclear. In the current study, we provide strong evidence that this selective vulnerability involves *Inpp5a* that is highly expressed in Purkinje cells. Our findings highlight the importance of cell-type-specific proteins for the selective neurodegeneration in polyQ diseases.

Several lines of evidence in our findings support the critical role of INPP5A in SCA17 pathogenesis. First, when mutant *TBP* is overexpressed via AAV vector transduction or expressed at the endogenous level in SCA17 knock-in mice, it preferentially affects Purkinje cells, suggesting that Purkinje cell specific protein(s) may be involved in this selective vulnerability. Second, western blotting and immunofluorescence results indicated that *Inpp5a* is highly expressed in the cerebellum, especially in Purkinje cells. Third, INPP5A is reduced in SCA17 knock-in cerebellum, and more importantly, mutant TBP binds SP1 to inhibit *Inpp5a* transcription. Finally, knockdown of *Inpp5a* in the cerebellum of WT mice led to Purkinje cell degeneration, whereas overexpression of *Inpp5a* in the cerebellum of SCA17 knock-in mice alleviated Purkinje cell degeneration.

INPP5A belongs to the inositol polyphosphate 5-phosphatase family of enzymes that inactivate the second messenger molecules IP_3_ in a signal terminating reaction^16^. IP_3_ binds to IP_3_R and stimulates the transient release of Ca^2+^ from the endoplasmic reticulum^16,18,36^. It is well documented that subtle changes in IP_3_/Ca^2+^ signaling pathway causes abnormal alteration in intracellular Ca^2+^, which contributes to the onset of a range of human diseases, such as Alzheimer’s disease, amyotrophic lateral sclerosis, and HD^16,32^, and some SCAs, like SCA2 and SCA3^34,37^. In our SCA17 KI mice, cerebellar IP_3_ level is increased corresponding to the reduced INPP5A, while overexpression of *Inpp5a* significantly decreased IP_3_ levels in the cerebellum. Moreover, overexpression of *Inpp5a* alleviated Purkinje cell degeneration in SCA17 mice. These results indicated that dysregulated IP_3_ is involved in mutant TBP-induced selective cerebellar neurodegeneration.

Most SCA diseases share the common pathological feature in Purkinje cells, but the underlying mechanism is still not clear. Kasumu et al. reported that AAV-mediated expression of *Inpp5a* could be used to prevent the onset of Purkinje cell dysfunction and reduce Purkinje cell degeneration in SCA2-58Q mice^38^. In our study, we provide direct evidence for the vital role of INPP5A in the pathogenesis of SCA17, as knockdown of *Inpp5a* in the cerebellum led to Purkinje cell degeneration but overexpression of *Inpp5a* alleviated Purkinje cell degeneration. Since we also compared mutant TBP-mediated neuropathology in different brain regions and since INPP5A is enriched in the Purkinje cells, our finding revealed its selective function in Purkinje cells, highlighting the importance of IP_3_/Ca^2+^ signaling pathway for SCAs.

In addition, the unique ability of Purkinje cells to deal with misfolded polyQ proteins also contributes to selective vulnerability. By overexpressing mutant *TBP* in different brain regions, we found that TBP-68Q can readily form aggregates in Purkinje cells. Aggregated mutant TBP is unlikely to be as effective as soluble mutant TBP to bind transcription factors and to affect gene expression. Evidence supporting this idea includes the fact that overexpressed *TBP*-44Q, which does not form obvious aggregates in the cerebellum, still caused Purkinje cell degeneration to the similar extent as overexpressed *TBP*-68Q and *TBP*-105Q. Also, biochemical studies revealed that soluble mutant TBP binds SP1 and reduces *Inpp5a* transcription. However, the extent of aggregated polyQ proteins reflects the accumulation of misfolded proteins, which is a prerequisite for the toxicity of mutant proteins, especially when expressed at the endogenous level.

Another interesting finding in our study is the striatal pathology in SCA17. Overexpression of mutant *TBP* (*TBP*-68Q and *TBP*-105Q) via AAV vector transduction reduced the number of DARPP32-positive cells. Meanwhile, both DARPP32 protein level and DARPP32-positive cells were also reduced in the striatum of 5-month-old SCA17 knock-in mice. The reduced number of DARPP32-positive neurons is consistent with the degeneration of striatal neuronal cells in SCA17 patients. Gene set enrichment analysis on striatum-specific differentiated genes revealed that most downregulated genes are involved in calcium transport or calcium transmembrane transport (Supplementary Fig. 3d, k) or associated with striatal degeneration, mental retardation, dyskinesia, ataxia, and epilepsy (such as *Camk2b*, *Pde10a*, *Kcnab1*, *Tomm70a*, and *Cacna2d3*; Supplementary Data 1). These findings may provide some clues for why SCA17 shares striatal neuropathology and symptoms with HD^39^. However, whether the striatal pathology in SCA17 is mediated by the same mechanism underlying HD neuropathology remains to be investigated.

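A set of 65 calcium transport genes had a median log2 fold change of -0.13 in the knock-in striatum, where 24 of the 65 were higher and the rest lower (adjusted p = 2.01e-04 from limma's rotation test with Benjamini-Hochberg adjustment). The set stands for a pathway that the paper names from these same libraries and includes *Cacna2d3*, so it is not independent of the paper's result. In the cerebellum the median was -0.10 and in the prefrontal cortex 0.01, with adjusted p of 0.00788 and 0.682 from limma's rotation test with Benjamini-Hochberg adjustment. Without cerebellum WT replicate 2, the cerebellar median was -0.047 and no longer passed (adjusted p = 0.0663 from limma's rotation test with Benjamini-Hochberg adjustment). The difference between striatum and prefrontal cortex passed the threshold for this set (median -0.11), and that between cerebellum and striatum did not, with adjusted p of 0.0126 and 0.207 from limma's rotation test with Benjamini-Hochberg adjustment of the interaction. The list of 32 genes lower in the striatum by edgeR gave 0 Reactome pathways past an adjusted Fisher exact p of 0.05. Only 13 of the 32 had a Reactome entry, over 881 pathways. The paper's enrichment used MetaCore and a longer list of 88 genes lower only in the striatum, so this result does not bear on it.

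The 5 genes *Camk2b*, *Pde10a*, *Kcnab1*, *Tomm70a* and *Cacna2d3* were all lower in the knock-in striatum. *Kcnab1* fell from 701 ± 62.9 to 435 ± 48.9 CPM (SD, n = 3 each), a log2 fold change of -0.69 (standard error 0.131, adjusted p = 0.0209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cacna2d3* fell from 587 ± 31.7 to 381 ± 52.9 (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.128, adjusted p = 0.0317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pde10a* fell by 1.02 on the log2 scale (standard error 0.229), *Camk2b* by 0.42 and *Tomm70a* by 0.38, with adjusted p of 0.0542, 0.105 and 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Thus 2 of the 5 passed over all genes and 5 of 5 with the adjustment over this list alone, a list drawn by the paper from the same libraries. With each striatum library left out in turn, *Kcnab1* was no longer past the threshold in 4 of 6 fits and *Cacna2d3* in 5 of 6. With DESeq2, 5 passed over all genes. In the prefrontal cortex *Kcnab1* changed by 0.43 and *Pde10a* by 0.51. A set of 26 medium spiny neuron genes had medians of -0.56 in the striatum (2 higher) and 0.31 in the prefrontal cortex (23 higher). It passed in neither by limma's rotation test with Benjamini-Hochberg adjustment (adjusted p = 0.241 and 0.659). With camera in place of that test it passed in both (adjusted p = 4.30e-08 and 0.00305). The 5 genes were not measured against this set, so their fall was not told apart from a change of the whole set. The effect of the knock-in allele differed between striatum and prefrontal cortex for 0 genes (743 at an unadjusted p under 0.05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test gave 0 genes (748 at an unadjusted p under 0.05) with the genotype-specific replicate number as a block over all 3 regions. That block also held the cerebellum libraries, whose sex matched that of same-numbered striatum libraries in 3 of 6 pairs. Some of those are therefore not the same animals, and the block does not test the pairing of striatum and prefrontal cortex alone. Same-numbered striatum and prefrontal cortex libraries deviated together from their group means, with a mean correlation of 0.348 in knock-in and 0.290 in WT mice.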

In summary, our studies identified INPP5A as a cell-type-specific protein that is highly abundant in Purkinje cells and is involved in the selective pathogenesis of SCA17. This finding also underscores the potential importance of other tissue-specific proteins in the selective degeneration of distinct populations of neuronal cells in polyQ diseases. Also, given that altered IP_3_/calcium signaling is known to associate with ataxia, the identification of INPP5A as the primary molecule involved in the selective neurodegeneration in SCA17 provides a promising therapeutic target for the treatment of SCA17 and perhaps other diseases with ataxia as well.

## Methods

### Animals

All mice were maintained on a 12:12 h light/dark cycle (lights off at 7 p.m.). The temperature was maintained at 22 ± 1 °C with relative humidity (30–70%). All animal procedures were performed in accordance with the NIH and U.S. Public Health Service’s Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Emory University, which is accredited by the American Association for Accreditation of Laboratory Care. The Tbp-105Q germline knock-in mice were generated as described previously^22^. In brief, heterozygous TBP floxed mice were crossed with EIIa-Cre transgenic mice and the resulting knock-in progeny was then crossed with WT mice to obtain germline knock-in mice. Genotyping was performed by PCR and agarose gel electrophoresis with *TBP* primers, Forward: 5’-CCA CAG CCT ATT CAG AAC ACC-3’ and Reverse: 5’-AGA AGC TGG TGT GGC AGG AGT-3’.

### Plasmids and viruses

The *Inpp5a* reporter plasmid was generated by cloning the mouse *Inpp5a* promoter containing SP1 motif sequence GGGCGG from mouse genomic DNA into the pGL4.14 vector using Kpn I and Hind III restriction sites with primers *Inpp5a* reporter primers, Forward: 5’-CCA GAA CCC ATG CTA TAA GAA GAG-3’ and Reverse: 5’-AAT CTA CAG ACT TGG GTC TTA GGC-3’. The pRK5-*SP1* plasmid and AAV-CMV-*TBP*-13Q/44Q/68Q/105Q plasmids were generated in our previous studies^40,41^. AAV-CMV-*Inpp5a* plasmid was generated by cloning cDNA of mouse *Inpp5a* isoform A from mouse first-strand cDNA into the AAV-CMV vector using EcoR I and Xba I restriction sites with *Inpp5a* isoform A primers, Forward: 5’-CCG GAA TTC ATG GCG GGG AAG GCG GCC GC-3’, and Reverse: 5’-TGC TCT AGA TTA GGA GGA TGA GTT GGA TAC ACT GC-3’. AAV-*Inpp5a*-gRNAs were generated by inserting gRNA into a modified PX552 vector^42^ via SapI restriction site. gRNA sequences are: *Inpp5a* gRNA-1: ATT TGG AGG GAA AAA CTA CG agg and *Inpp5a* gRNA-2: TTT GTC CAC ATG GGA CAT GG agg and control gRNA: ACC GGA AGA GCG ACC TCT TCT (PAM sequences are shown in lowercase; control gRNA was verified previously)^42^. All constructs were confirmed by double direction Sanger sequencing. AAV serotype 9 viruses, including AAV-*TBP*-13Q/44Q/68Q/105Q, AAV-*Inpp5a*, AAV-GFP, and AAV-gRNAs viruses were produced at the Viral Vector Core at Emory University. The genomic titers of viruses were determined by PCR.

### Antibodies

Primary antibodies used in this study include: 1TBP18 (QED Bioscience, 70102, 1:1000), Calbindin (Millipore, ab1778, 1:1000), DARPP32 (Abcam, ab40801, 1:1000), NeuN (Cell Signaling Technology, 24307s, 1:2000), GFP (BD Living Colors, 632376, 1:1000), RFP (Abcam, ab62341, 1:1000), vinculin (Cell Signaling Technology, 13901, 1:5000), β-actin (Cell Signaling Technology, 4967L, 1:10,000), and INPP5A (Invitrogen, PA5-45906, 1:1000), SP1 (Santa Cruz, sc-17824 X, 1:1000). Secondary antibodies were donkey anti-rabbit and donkey anti-mouse Alexa Fluor 488 or 594 from Jackson ImmunoResearch.

### Stereotaxic injection of AAVs into mouse brain

Stereotaxic surgery was performed as described previously^43^. Briefly, the mice were anesthetized with 1.5% isoflurane inhalation and stabilized on a stereotaxic instrument (David Kopf Instruments). The location for cerebellum injection was determined according to the distance from bregma: anterior–posterior = −6.3 mm, medial–lateral = ±1.7 mm, dorsal–ventral = −1.5 mm. For striatum: anterior–posterior = 0.55 mm, medial–lateral = ±2 mm, dorsal–ventral = −3.5 mm. For prefrontal cortex: anterior–posterior = 2 mm, medial–lateral = ± 0.25 mm, dorsal–ventral = −1.8 mm. Small holes were drilled in the skull, and a 30-gauge Hamilton microsyringe connected to a syringe infusion pump (World Precision Instruments, USA) was used to deliver the viruses at a speed of 200 nl/min. AAVs were injected unilaterally or bilaterally into the brain regions as indicated. Meloxicam at 5 mg/kg was given before surgery as an analgesic, and the mice were placed on a heated blanket to recover from the anesthetic after surgery. Four to five mice per group were used for stereotaxic injection.

### Immunofluorescent staining

Mice were anesthetized and perfused intracardially with 0.9% saline solution, followed by 4% paraformaldehyde in 0.1 M phosphate buffer at pH 7.2. Brains were removed, cryoprotected in 30% sucrose at 4 °C, and sectioned at 40 µm for subsequent immunofluorescence study: free-floating sections were permeabilized, blocked, and incubated with primary antibodies at 4 °C overnight. After incubation with Alexa Fluor-conjugated secondary antibodies (1:200) and 4′,6-diamidino-2-phenylindole (1:5000), the brain sections were mounted to coated glass slides and visualized with a Zeiss scope.

### Reverse transcriptase PCR and quantitative real-time PCR

Total RNA was extracted from mice brain tissue using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. Complementary DNA (cDNA) was synthesized from total RNA (2 μg) using a High Capacity cDNA Reverse Transcription Kit (4368814, Applied Biosystems, Thermo Scientific) and oligo dT primers. For reverse transcriptase PCR, dNTP, rTaq with matched reaction buffer from TaKaRa were used. Quantitative PCR was carried out on a Master Cycler RealPlex4 System (Eppendorf) using Power SYBR Green PCR Master Mix (4367659, Applied Biosystems, Thermo Scientific) and analyzed with the comparative cycle threshold method (also referred to as the 2^−ΔΔCT^ method). Primers for each gene are as follows: *Inpp5a* primers, Forward: 5’-ACA CAC ACA AGC CTC ACT TCAT-3’ and Reverse: 5’-TCA TTG CGT CAC TGG ATA GTA GTT-3’; *GAPDH* primers, Forward: 5’-CAT GGC CTC CAA GGA GTA AGA AAC-3’ and Reverse: 5’-TGT GAG GGA GAT GCT CAG TG-3’.

### RNA sequencing and gene enrichment analysis

Total RNA was extracted from the cerebellum, prefrontal cortex, and striatum of 3-month-old germline SCA17 knock-in mice and age-matched WT mice (three to four mice per genotype) using Trizol reagent (Life Technologies) following the manufacturer’s instructions. Messenger RNA sequencing was performed at Emory Yerkes Gen Core using the Illumina HiSeq1000 system. After quality control, reads were mapped and normalized using multiple tools including the Cufflinks software package. Normalized read counts were compared across samples and adjusted for multiple testing using the Cuffdiff package. The resulting *P* values were adjusted using the Benjamini–Hochberg False Discovery Rate method. Genes with an adjusted *P* value < 0.05 (in green background) were assigned as differentially expressed. Gene set enrichment analyses of differentially expressed genes were performed in terms of their enrichment by MetaCore’s ontologies, including ontologies and Gene Ontology (GO) ontologies: Pathway Maps and GO Processes. To identify cerebellum-specific genes, all genes are listed in order of Reads Per Kilobase per Million mapped reads in WT. Genes whose expression in the cerebellum is at least three times higher than that in the striatum and prefrontal cortex were defined as cerebellum-enriched genes.

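The level columns of Supplementary Data 1 were set beside the counts that the authors normalized by size factors and deposited. Over 433 genes, 2586 of 2586 level values lay within 1% of the group mean of those normalized counts. Normalized counts are not divided by gene length, so they rank a gene against other genes differently from RPKM, while the ratio of a gene between regions is not affected by its length. With edgeR's CPM, 682 of the 16841 tested genes had a mean WT level in the cerebellum at least 3 times that in both the striatum and the prefrontal cortex. In the list of 145 genes lower only in the cerebellum in Supplementary Data 1, the authors' normalized counts put 46 at or above that limit, 79 within 3-fold of both other regions and 3 at least 3 times lower than both.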

### Cell culture and transfection

HEK293 cells and Neuro2a cells were grown at 37 °C under 5% CO_2_ in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum and 100 U/ml of penicillin/streptomycin. The stable *TBP*-transfected PC12-expressing cell lines were generated in our previous study^26,41^ and were cultured in Dulbecco’s modified Eagle medium supplemented with 10% horse serum, 5% fetal bovine serum, 100 U/ml of penicillin/streptomycin, and 800 µg/ml G418. Plasmid transient transfection study was performed using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s protocol.

### Luciferase promoter activity assay

The transcription factor-binding sites analysis was performed on the hypothetical promoter region of *Inpp5a* (from −2000 to 0) using an online transcription factor analysis tool (Matin spector). The proximal promoter of *Inpp5a* (from −1419 to −109), which contains 2 GC boxes, was linked to luciferase reporter pGL4.14 (Promega). The reporter assays were performed in both PC12 and HEK293 cells. The PC12 cell lines expressing *TBP*-13Q or -105Q were transfected with *Inpp5a* reporter with or without *SP1* plasmids. HEK293 cells were transfected with *Inpp5a* reporter and *SP1* with *TBP* plasmids (*TBP*-13Q or -105Q). Cells were transfected for 24 h, then collected for luciferase promoter activity assay. Independent experiments were repeated three times. ONE-Glo Luciferase Assay System reagent (Promega, E6120) was used to detect reporter activity using a microplate reader (Synergy H4, BioTek).

### Co-immunoprecipitation and western blot

Methods for co-immunoprecipitation and western blot were described previously^22^. For in vitro co-immunoprecipitation, HEK293 cells were co-transfected with *TBP* (*TBP*-13Q or -105Q) and *SP1* plasmids. Cells were harvested with 1% NP40 lysis buffer (150 mM NaCl, 1% NP-40, 2 mM EDTA, 50 mM Tris, pH 8.0, 1 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail, Thermo Fisher) 48 h after transfection. Primary antibodies were incubated with 500 μg protein from whole cell lysates overnight at 4 °C. Protein A-beads (20 μl), after pre-blocking, were then added into the mixture and kept for 1 h with rocking at 4 °C. The beads were collected by centrifugation and boiled with 1× sodium dodecyl sulfate (SDS) loading buffer for western blot analysis.

For in vivo co-immunoprecipitation experiments, cerebellum from 1-month-old WT and SCA17 knock-in mice were homogenized in 1% NP40 lysis buffer with protease inhibitor and phosphatase inhibitor cocktails. Approximately 800 μg brain homogenates were incubated with primary antibody overnight at 4 °C. Protein A beads were used to capture the antibody–protein complex.

Protein samples were separated by 4–20% SDS–polyacrylamide gel electrophoresis gel and were then transferred to a polyvinylidene difluoride membrane (Millipore). After blocking, blots were probed with the appropriate antibodies overnight. Western blots were developed using an ECL Prime Chemiluminescence Kit (GE Healthcare) at a Kwik Quant developing and imaging platform.

### Chromatin immunoprecipitation

ChIP assay with semiquantitative PCR was performed as described previously^44^. Neuro2a cells were transfected with *TBP* (*TBP*-13Q or -105Q) and *SP1* plasmids. Cells were harvested 48 h after transfection and fixed with 1% formaldehyde for 10 min at 37 °C and transferred to SDS lysis buffer. The cell lysates were sonicated for 6 times, 10 s per time, to shear DNA to lengths between 200 and 1000 bp. ChIP assay was performed according to the protocol of the ChIP Assay Kit (Millipore, 17-295). Anti-SP1 antibody (5 μg, Santa Cruz, sc-17824 X) was used to pull down DNA–protein complex. Primers used to amplify promoter regions are listed as follows: *Inpp5a* isoform A/B primers, Forward: 5’-CAC AGC TGG CTA TCC AAA CA-3’ and Reverse: 5’-GCT ATG AGT TCG AGG CCA AC-3’; for *Inpp5a* isoform C primers, Forward: 5’-TCC TGG GTT TTG TGT GTC AA-3’ and Reverse: 5’-CGT AAG CCC CAG GAA TAC AA-3’; *PCNA* primers, Forward: 5’-TCC TAA GGA TGG AAA CTG CAG CCT-3’ and Reverse: 5’-ATA GGC GAG GGG CAT CAC GG-3’.

### T7 Endonuclease I assay

T7 Endonuclease I assay was performed as described previously^45^. In brief, genomic DNA was isolated from Neuro2a cells transfected with *Cas9* and gRNA plasmids. The target genomic regions were amplified with the following primers: *Inpp5a* T7 primers, Forward: 5’-AAT CTG TAA AGA ACT TGT GG-3’ and Reverse: 5’-AAC TTC AAT TTG ATC CCT GG-3’. The PCR products were reannealed under the following conditions: 95 °C for 5 min, ramp to 4 °C by 1 °C/30 s, and then incubated with T7 Endonuclease I (New England Bio Labs) for 60 min at 37 °C. The reaction products were subjected to 2% agarose gel electrophoresis.

### IP_3_ ELISA assay

Cerebellum of 3-month-old germline SCA17 knock-in mice and age-matched WT mice (three to four mice per genotype) were collected and rinsed in phosphate-buffered saline (PBS). The tissues were finely minced and homogenized in PBS with a glass homogenizer on ice and lysed by ultrasonication, followed by centrifugation at 5000 × *g* for 5 min. The supernatant was collected for assaying. IP_3_ ELISA assay was performed following the manufacturer’s instruction (Lifespan Biosciences, LS-F25696).

### Statistical analysis

Data were analyzed using the Prism 8 (GraphPad) software. Two-tailed Student’s *t* test was normally used to compare two groups, and one-way analysis of variance followed with Tukey’s multiple comparisons test was performed for comparison of more than two groups. Statistical tests used are indicated in the figure legends. All quantification data were presented as mean ± SEM. A *P* value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information.

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Reporting summary

## Data Availability

Data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA sequencing data are available in NCBI’s Gene Expression Omnibus under accession code GSE145067. The source data underlying Figs. 1g, 2d, 3c, 4c, f, e, 5a, d, f–h, and 6b, f–h and Supplementary Figs. 1c, 2d, 3, 4c, d, 5b, and 6c are provided as a Source data file. The full blots are included in the Source data file.

## Source data

Source data

# Supplementary material for: Cerebellum-enriched protein INPP5A contributes to selective neuropathology in mouse model of spinocerebellar ataxias type 17
**Source:** Nat Commun. 2020 Feb 27;11:1101. doi: 10.1038/s41467-020-14931-8
**Supplement:** Supplementary file 1 — Supplementary information.

## **Supplementary information**

### **Cerebellum-enriched protein INPP5A contributes to selective neuropathology in mouse model of Spinocerebellar ataxias type 17**

Liu et al.

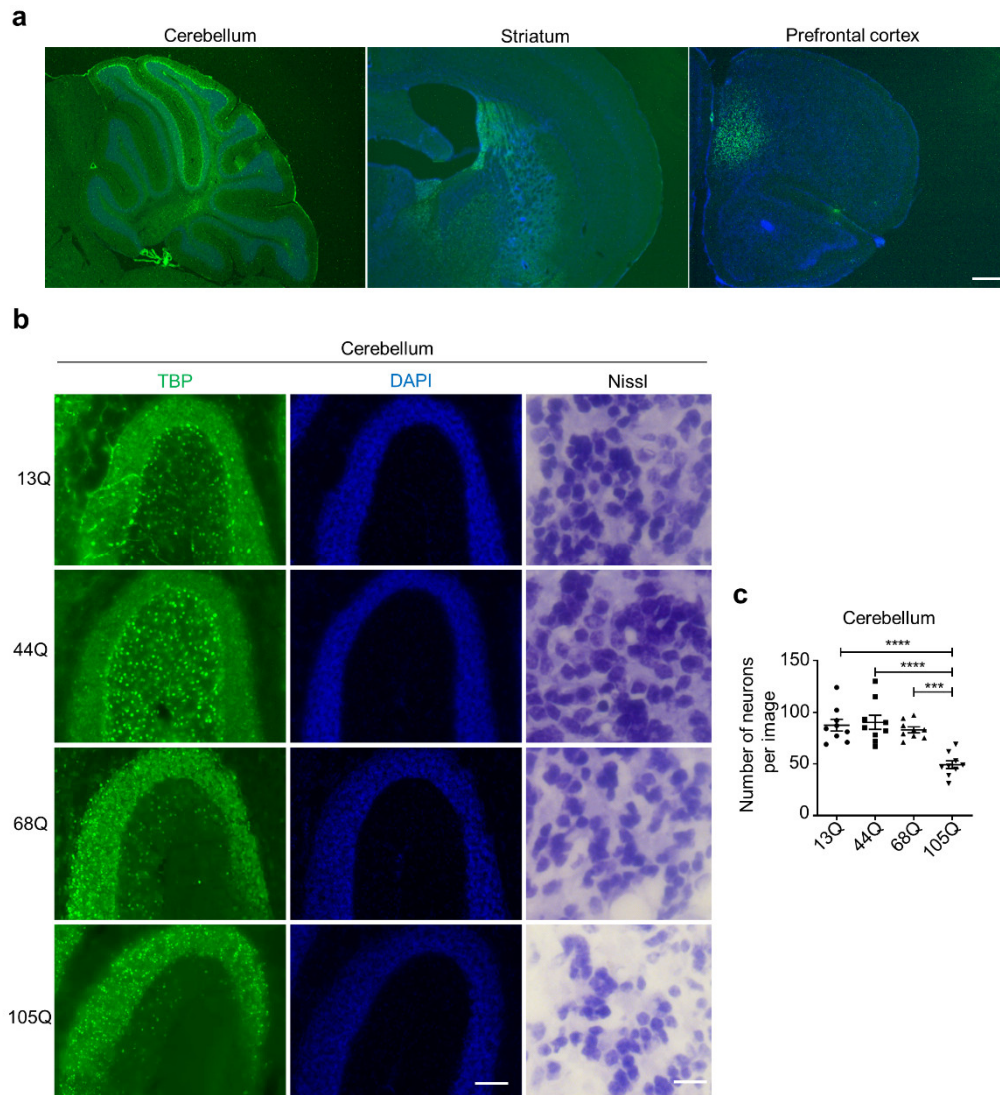

**Supplementary Figure 1** Overexpression of mutant *TBP* in different brain regions. **a** Representative immunofluorescence images showing the transduction of AAV-*TBP* in the cerebellum, striatum and prefrontal cortex. Scale bar = 20  $\mu$ m. **b** Immunofluorescence staining (Scale bar = 100  $\mu$ m) and Nissl staining (Scale bar = 10  $\mu$ m) indicated that TBP-105Q dramatically decreased the number of neuronal cells in the cerebellum. **c** The number of Nissl-stained cells per image is presented as mean  $\pm$  SEM. One-way ANOVA followed with Tukey's multiple comparisons test was performed,  $F = 14.36$ , \*\*\*  $P < 0.0005$ , \*\*\*\*  $P < 0.0001$ . Data are represented as mean  $\pm$  SEM.  $n = 3$  mice per group, three images were used to count from each mouse. Source data are provided as a Source Data file.

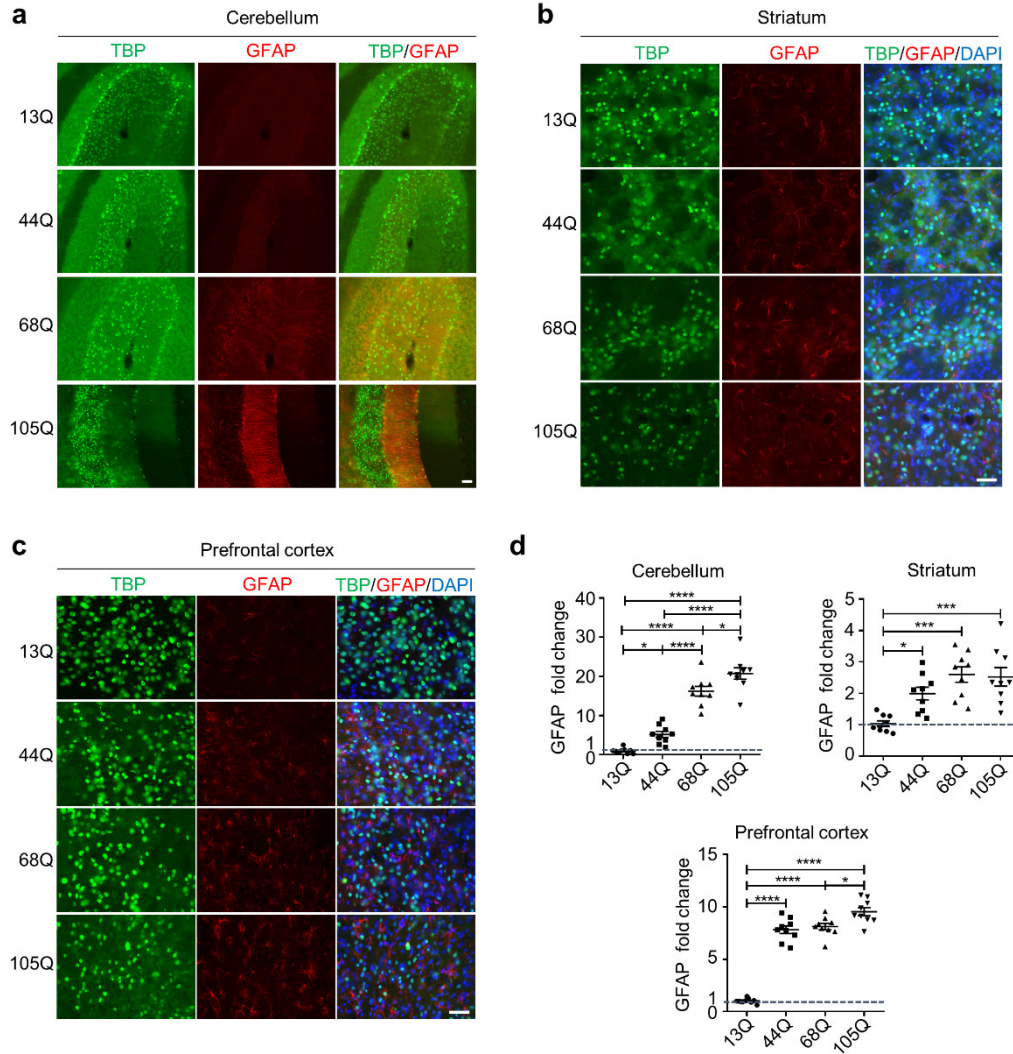

**Supplementary Figure 2** Overexpression of mutant *TBP* causes increased reactive astrogliosis in different brain regions. **a-c** Immunofluorescence staining showing increased reactive astrogliosis in a polyQ length dependent manner in the cerebellum (**a**), striatum (**b**) and prefrontal cortex (**c**). Scale bar = 50  $\mu$ m. **d** Quantification of GFAP staining intensity. Data are presented as fold change compared to TBP-13Q (dashed line) in the cerebellum, striatum, and prefrontal cortex (mean  $\pm$  SEM). One-way ANNOVA followed with Tukey's multiple comparisons test was performed, cerebellum,  $F = 78.13$ ; striatum,  $F = 10.58$ ; prefrontal cortex,  $F = 152$ ; \*  $P < 0.05$ , \*\*\*  $P < 0.0005$ , \*\*\*\*  $P < 0.0001$ . Data are represented as mean  $\pm$  SEM.  $n = 3$  mice per group, three images were used to count from each mouse. Source data are provided as a Source Data file.

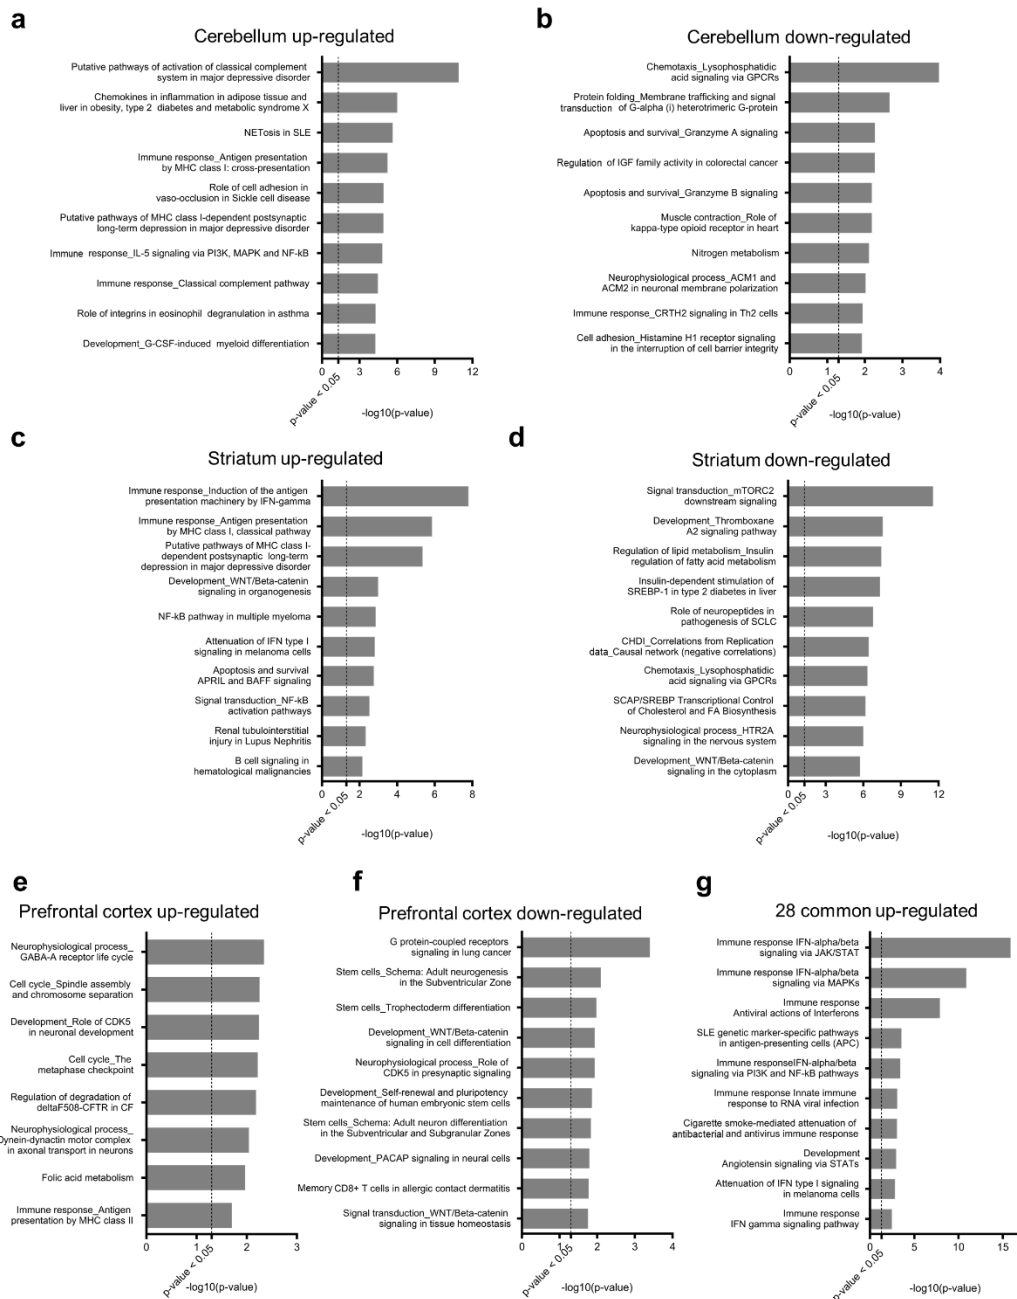

Supplementary figure 3 (continued)

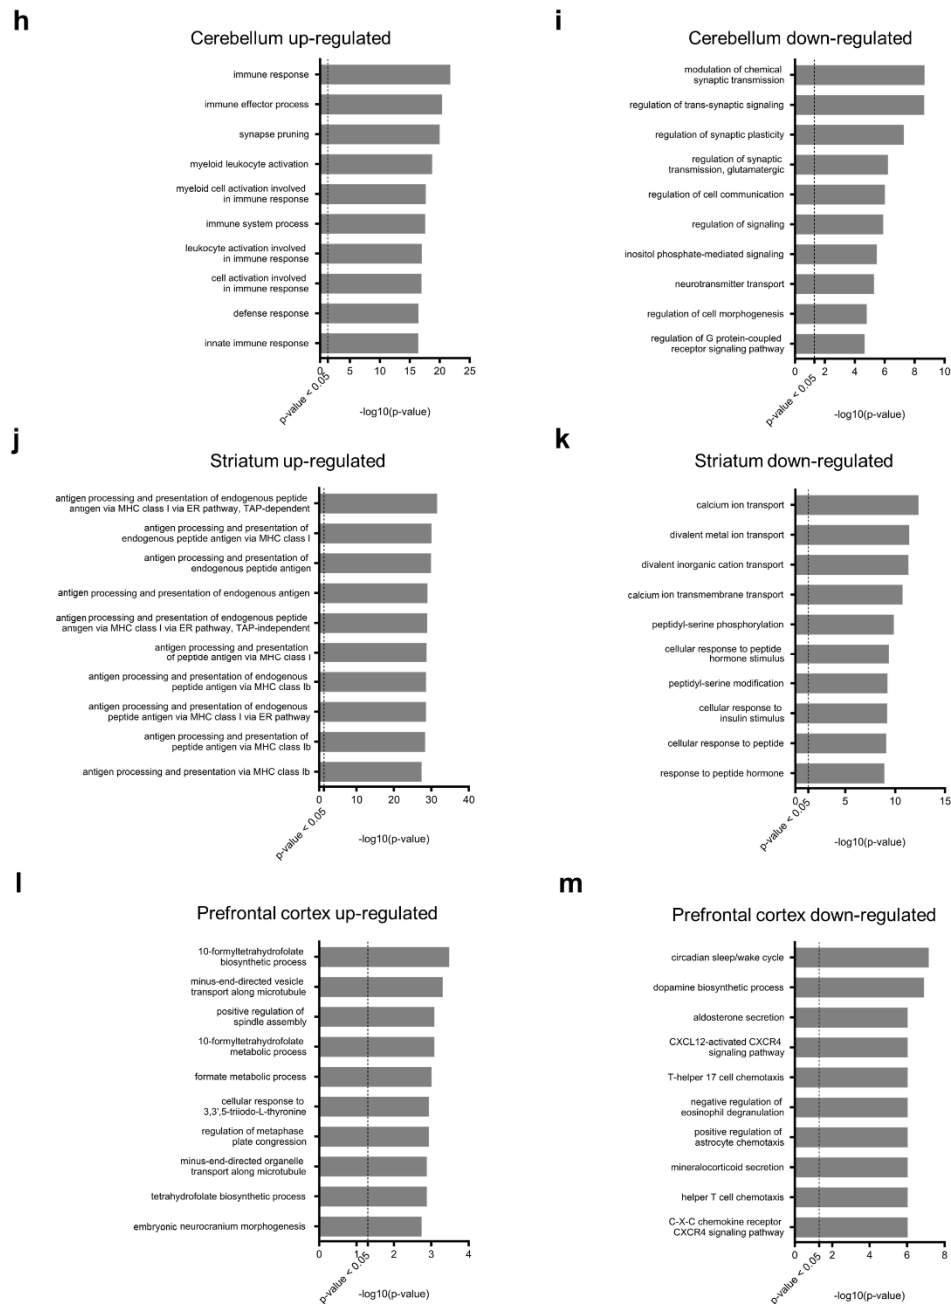

**Supplementary Figure 3** Gene enrichment analyses of differentially expressed genes in the cerebellum, striatum and prefrontal cortex in SCA17 knock-in mice. **a-f** Top 10 enriched pathways of differentially expressed genes in the cerebellum (a-b), striatum (c-d), and prefrontal cortex (e-f). **g** Common 28 up-regulated genes in three brain regions was enriched in immune related pathways. **h-m** Top 10 enriched GO process of differentially expressed genes in the cerebellum (h-i), striatum (j-k), and prefrontal cortex (l-m). Source data are provided as a Source Data file.

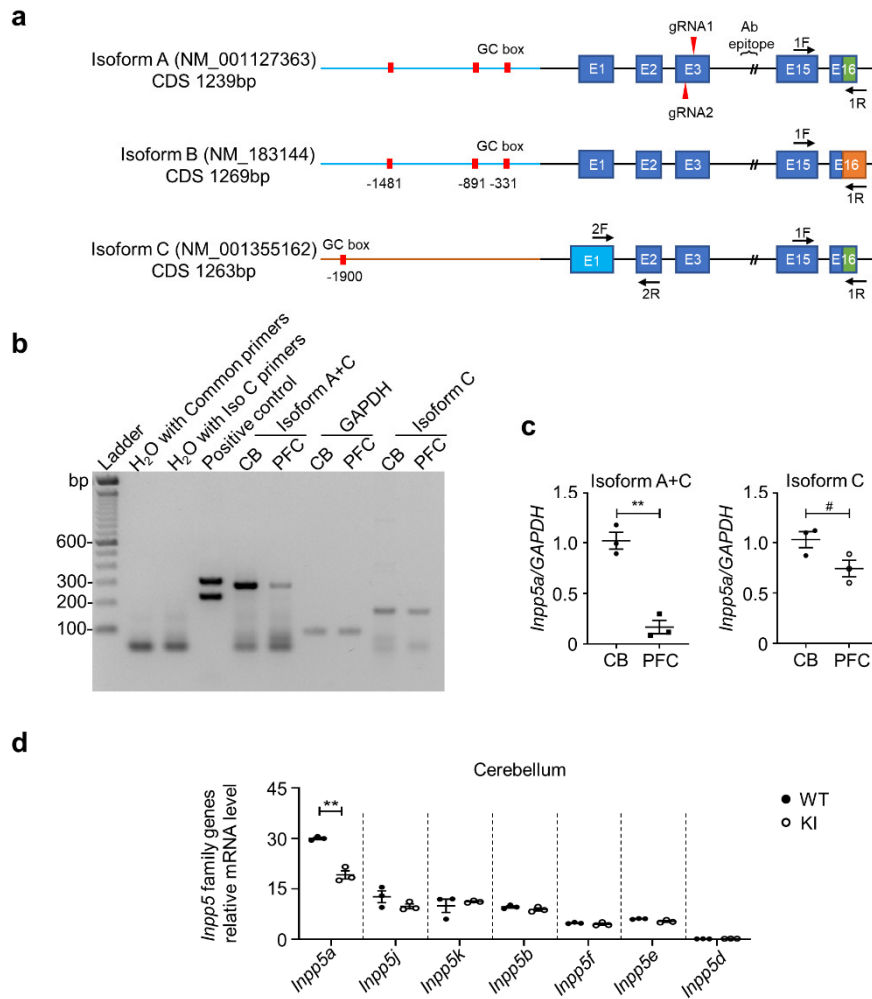

**Supplementary Figure 4** Three isoforms of mouse *Inpp5a* gene. **a** Schematic map of three known isoforms of the mouse *Inpp5a* gene. The coding sequences of isoform A, B and C are 1239, 1269 and 1263 bp respectively. Sequence alignment reveals that isoform A and isoform B differ in their C terminus; isoform C has a distinct promoter and exon1 sequence. The location of the GC box (red rectangle), gRNA targeting sites (red triangle), antibody epitope (curly bracket) and PCR primers (arrow) are indicated. **b** Polymerase chain reaction (PCR) analysis using isoform-specific primers showed different expression levels of two *Inpp5a* isoforms in the cerebellum (CB) and prefrontal cortex (PFC). Common primers, Forward 1 (1F): 5'-GCA TCC TCA TGT CCC TGT CT-3' and reverse 1 (1R): 5'-TTA GGA GGA TGA GTT GGA TA-3', amplified 272 bp PCR products for isoform A or C and 221 bp for isoform B. Isoform C specific primers, 2F: 5'- GAA AGA CAT GGC CTG GAG AG-3' and 2R: 5'-GGA GGC CTC GTA GTT TTT CC-3', amplified a 146 bp PCR product. Since there were no 221 bp PCR products, isoform B may not be expressed or may be expressed at an undetectable level in the cerebellum and prefrontal cortex. A positive control (upper band: 300 bp, lower band: 250 bp) demonstrated that the resolution of 2% agarose gel is sufficient to distinguish small bands. **c** Quantification of PCR products. *GAPDH* is used as the internal control. Densitometric ratios of *Inpp5a* to *GAPDH* were normalized to CB, and were analyzed with

Student's t test.  $t = 2.519$ ,  $^{\#}P = 0.0655$ ,  $t = 8.059$ ,  $^{**}P = 0.0013$ ,  $n = 3$  mice per group. **d** RNA sequencing identified that *Inpp5a*, but not other *Inpp5* paralogs, was significantly down-regulated in the cerebellum of SCA17 knock-in (KI) mice, compared to wild type (WT) mice. 

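The RNA sequencing files hold 4 knock-in cerebellum libraries, where the legend of Supplementary Fig. 4d gives 3 mice per group without naming them, so each library's value is given. *Inpp5a* stood at 418, 344, 293 and 278 CPM in knock-in cerebellum replicates 1 to 4 and at 485, 478 and 465 in WT replicates 1 to 3. In the striatum the knock-in libraries held 88.5, 98.6 and 84.2 CPM and the WT libraries 92.7, 104 and 97.8. In the prefrontal cortex the knock-in libraries held 63.3, 65.5 and 59.9 and the WT libraries 67.4, 62.5 and 72.2. The ranges of the genotypes overlapped in the striatum and in the prefrontal cortex and were separate in the cerebellum.

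**Figure D6:**
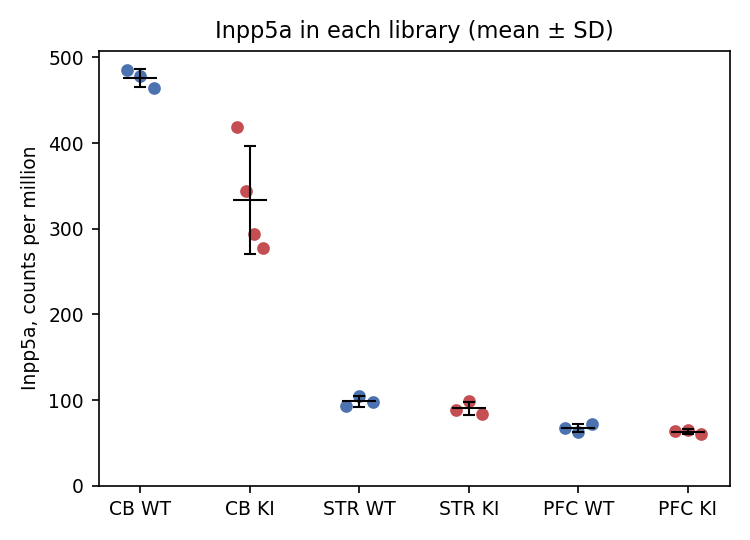
*Inpp5a* CPM in each WT and knock-in (KI) library of the cerebellum (CB), striatum (STR) and prefrontal cortex (PFC), with the mean and SD of each group. Cerebellum knock-in libraries lie between 278 and 418 and WT libraries between 465 and 485.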

The data were analyzed with Student's t test,  $t = 8.474$ ,  $^{**}P = 0.0011$ .  $n = 3$  mice per group. Data are represented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

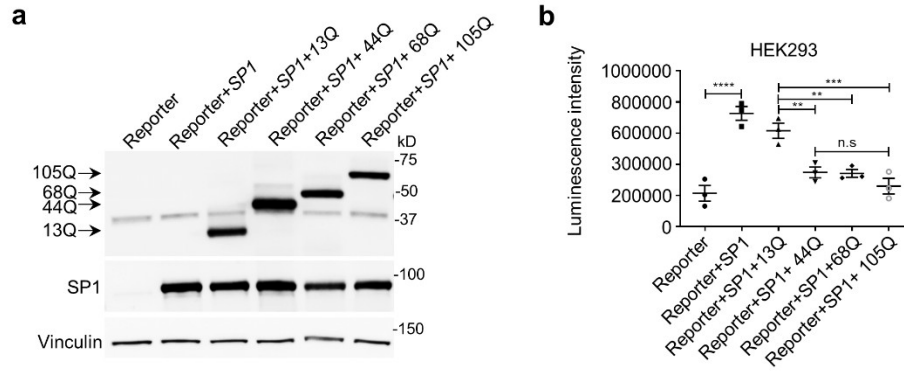

**Supplementary Figure 5** Mutant TBP affects SP1 transcriptional activity. **a** Western blotting shows the expression of SP1 with TBP-13Q, -44Q, -68Q, or -105Q in transfected HEK293 cells. **b** Luciferase activity analysis of HEK293 cells transfected with *SP1* and *TBP*-13Q, -44Q, -68Q or -105Q, suggesting that mutant TBP affects SP1's transcriptional activity on *Inpp5a* independent of polyQ repeat length. Luminescence intensity was analyzed with One-way ANNOVA followed with Tukey's multiple comparisons test.  $F = 22.87$ ,  $** P < 0.005$ ,  $*** P < 0.0005$ ,  $**** P < 0.0001$ . Data are represented as mean  $\pm$  SEM. Source data and full blots are provided as a Source Data file.

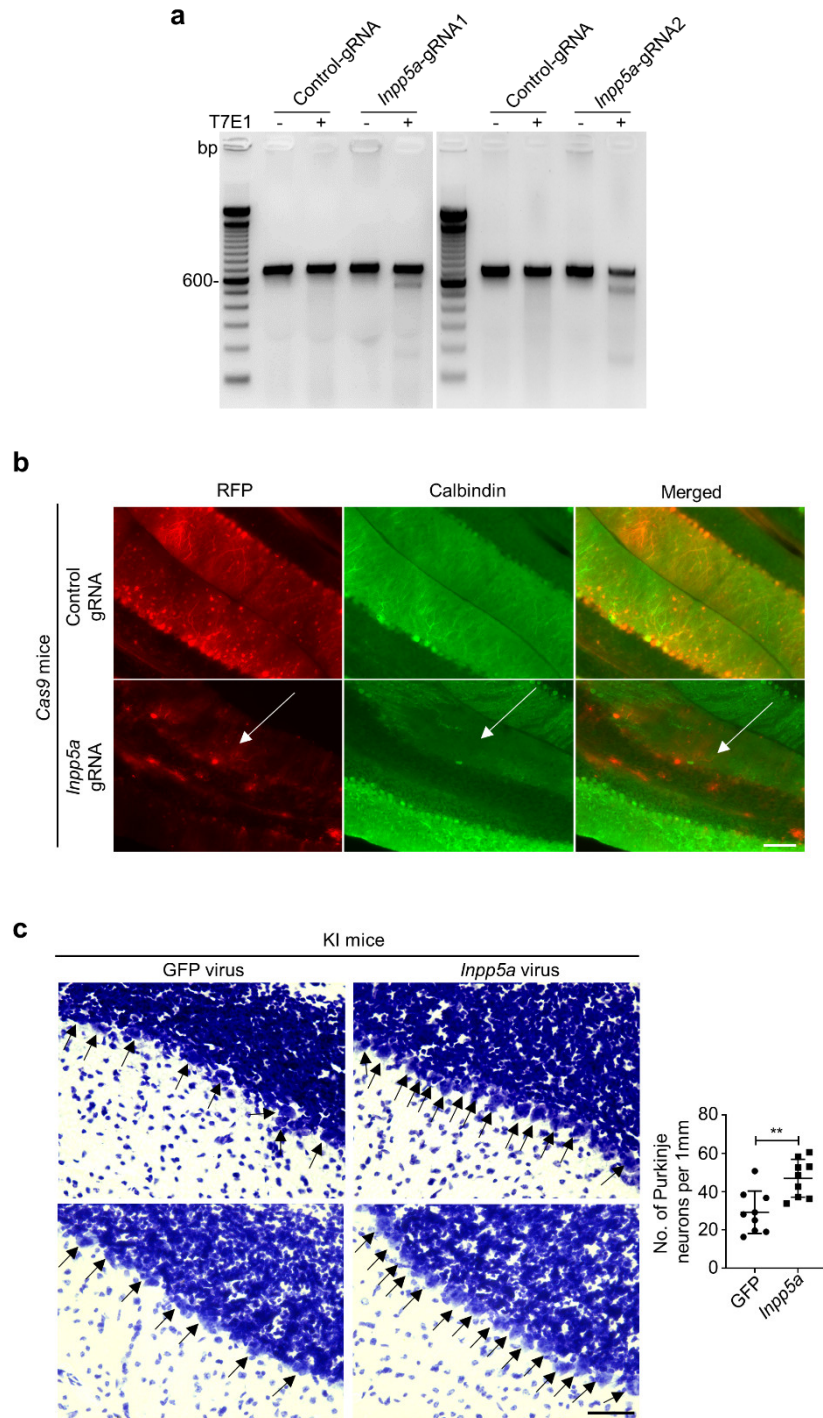

**Supplementary Figure 6** Verification of targeting the mouse *Inpp5a* by its gRNA and CRISPR/Cas9. **a** T7 Endonuclease I (T7E1) assay using genomic DNA from Neuro2a cells transfected with *Cas9* plus control gRNA or *Inpp5a* gRNA verified the targeting of the mouse *Inpp5a* gene by its gRNA. **b** Representative immunofluorescence images of AAV-control gRNA- or AAV-*Inpp5a* gRNA-injected cerebellum in *Cas9* transgenic mice without mutant *TBP*. RFP (red) represents viral transduction and gRNA expression. Arrow indicates AAV-*Inpp5a* gRNA-injected region that shows loss of calbindin-labeled Purkinje cells (green) as compared with the region without AAV transduction or with AAV-control gRNA injection.

Scale bar = 100  $\mu\text{m}$ . **c** Representative Nissl staining images (left panel) of AAV-GFP or AAV-*Inpp5a* injected cerebellum in SCA17 mice. Scale bar = 50  $\mu\text{m}$ . Quantification of Purkinje cells (right panel) was analyzed with Student's t test,  $t = 3.581$ ,  $** P = 0.0025$ . Data are represented as mean  $\pm$  SEM.  $n = 3$  mice per group, three images were used to count from each mouse. Source data are provided as a Source Data file.

**Supplementary table 1** Potential GC-Box motifs on the promotor of *Inpp5a* isoform A and B.

| Matrix Family | Detailed Family Information | Matrix     | Detailed Matrix Information                                                                                           | From  | To    | Anchor | Strand  | Matix sim | Sequence           |
|---------------|-----------------------------|------------|-----------------------------------------------------------------------------------------------------------------------|-------|-------|--------|---------|-----------|--------------------|
| V\$SP1F       | GC-Box factors<br>SP1/GC    | V\$SP 1.01 | Stimulating protein 1, ubiquitous zinc finger transcription factor                                                    | -899  | -883  | -891   | Forward | 0.987     | ggggagGGGCggggtatg |
| V\$SP1F       | GC-Box factors<br>SP1/GC    | V\$SP 2.01 | Sp2, member of the Sp/XKLF transcription factors with three C2H2 zinc fingers in a conserved carboxyl-terminal domain | -32   | -16   | -24    | Forward | 0.972     | ctgtggggcgGGACttg  |
| V\$SP1F       | GC-Box factors<br>SP1/GC    | V\$SP 1.03 | Stimulating protein 1, ubiquitous zinc finger transcription factor                                                    | -339  | -323  | -331   | Forward | 0.958     | cggcaGGGCggggcaaa  |
| V\$SP1F       | GC-Box factors<br>SP1/GC    | V\$SP 1.03 | Stimulating protein 1, ubiquitous zinc finger transcription factor                                                    | -1489 | -1473 | -1481  | Forward | 0.932     | atagcGGGCgggcaaga  |

# Supplementary material for: Cerebellum-enriched protein INPP5A contributes to selective neuropathology in mouse model of spinocerebellar ataxias type 17
**Source:** Nat Commun. 2020 Feb 27;11:1101. doi: 10.1038/s41467-020-14931-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes identified by RNA sequencing in the cerebellum, striatum and prefrontal cortex of SCA17 KI mice

# Supplementary material for: Cerebellum-enriched protein INPP5A contributes to selective neuropathology in mouse model of spinocerebellar ataxias type 17
**Source:** Nat Commun. 2020 Feb 27;11:1101. doi: 10.1038/s41467-020-14931-8
**Supplement:** Supplementary file 5 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- Data collection: Softwares used in RNA sequencing were described in methods. Guide RNA was designed by an online tool (<https://www.benchling.com/crispr/>)
- Data analysis: statistical analyses were performed using the Prism 8 (GraphPad) software; Gene enrichment analyses were performed by MetaCore.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We have provided a full data availability statement that meet the requirements.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size selection was based on published scientific literature so that the size is deemed large enough.                                                                          |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                             |
| Replication     | For immunostaining, western blotting, IP3 detection and qPCR, samples from at least three mice were used, and the results were analyzed from at least three independent experiments. |
| Randomization   | Animals used for each experiment are littermates randomly assigned to the experimental groups.                                                                                       |
| Blinding        | RNA sequencing analysis were performed by personnel blinded to the treatment conditions. For western blotting, immunostaining, IP3 detection and qPCR, no blinding were used.        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used in this study include: 1TBP18 (QED bioscience, 70102), Calbindin (Millipore, ab1778), DARPP32(Abcam, ab40801), NeuN (Cell signaling technology, 24307s), GFP (BD Living Colors, 632376), RFP (Abcam, ab62341 ), vinculin (Cell signaling technology, 13901), $\beta$ -actin (Cell signaling technology, 4967L), INPP5A (Invitrogen, PA5-45906), SP1 (Santa Cruz, sc-17824 X). Secondary antibodies were donkey anti-rabbit, donkey anti-mouse Alexa Fluor 488 or 594 from Jackson ImmunoResearch. |
| Validation      | All antibodies used in this study have been validated by manufacturers or validated in published scientific literature.                                                                                                                                                                                                                                                                                                                                                                                                   |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                               |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human Embryonic Kidney 293 cells, Neuro2a cells and stable TBP transfected PC12 cell lines.                                   |
| Authentication                                                    | All cell lines were original purchased from ATCC. G418 was added to PC12 cells to screen positive TBP transfected cell lines. |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma contamination.                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                               |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Wild type C57BL/6 mice, SCA17 germline knockin mice have been stably maintained in our lab. Cas9 transgenic mice were generated by crossing Ella-Cre mice with conditional Cas9 mice that were obtained from the Jackson Laboratory . Both male and female mice were involved in this study. The detailed age of mice were described in methods or figure legend. |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Wild animals

This study did not involve wild animals

Field-collected samples

All mice were maintained on a 12:12 h light/dark cycle (lights off at 7 p.m.). The temperature was maintained at 22 plus or minus 1 °C with relative humidity (30-70%).

Ethics oversight

All animal procedures were performed in accordance with the NIH and U.S. Public Health Service’s Guide for the care and Use of Laboratory Animals, and were approved by the Institutional Animal Care and Use Committee at Emory University, which is accredited by the American Association for Accreditation of Laboratory Care (AAALC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

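RNA from the cerebellum, striatum and prefrontal cortex of 3-month-old SCA17 knock-in mice and WT littermates was sequenced in 19 libraries. The cerebellum had 3 WT and 4 knock-in libraries, and the striatum and prefrontal cortex had 3 of each genotype. Region, genotype and replicate number were taken from the sample labels, and the columns of the deposited tables carry the sample names. The labels give replicate numbers within each region and genotype, and the pairing of libraries by number comes from these labels alone.

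The authors prepared full-length cDNA libraries from messenger RNA, sequenced them on an Illumina HiSeq instrument, checked read quality and deposited the count of reads on each of 41128 Ensembl genes in each library, with no normalization. The authors' methods state that reads were mapped and normalized with several tools including the Cufflinks package and that Cuffdiff was used for the comparison of genotypes. The aligner, the counting program, the versions, the genome build, the annotation and the use of strand are not named in the paper's text. The authors also deposited a signal table that holds the same counts divided by one size factor per library, which its heading attributes to DESeq2; it was used for the levels in Supplementary Data 1 and as an alternative for *Inpp5a*. Gene names, positions, exon lengths and GC content came from the GENCODE M21 annotation of GRCm38, in which 40254 of the 41128 identifiers have an entry. GC content was known for 99.4% of the tested genes. No genome sequence was used here.

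Library totals ranged from 10639110 to 17431284 counts, with a median of 15082703. Where all libraries of a group held at most 3 counts of a gene, no fold change against that group was stated. Reads without molecular identifiers are not independent molecules, so this floor covers counting error alone.

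Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed by filterByExpr with the 6 groups of region and genotype, which left 16841 genes, and libraries were scaled by TMM. One quasi-likelihood fit over all 19 libraries, with 13 residual degrees of freedom and a common biological coefficient of variation of 0.191, gave the knock-in effect in each region, the difference of that effect between regions, and the difference between regions in WT mice. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and 0.05 was the threshold. Log2 CPM values used a prior count of 2. Cerebellum-only genes were those called in the cerebellum and not called in the same direction in another region. Cerebellum-enriched genes had a mean WT level in the cerebellum at least 3 times that in both other regions. Single comparisons of *Inpp5a* used two-sided exact permutation tests.

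The 15 gene sets were written before the data were examined and tested with the rotation test fry in limma 3.58.1, with Benjamini-Hochberg adjustment over the 45 tests of sets and regions. They stand in part for pathways and cell types that the paper names. The inositol phosphate set includes *Inpp5a* and the calcium transport set *Cacna2d3*, both named by the paper from these libraries. Reactome pathways bundled with fgsea 1.28.0 were tested by one-sided Fisher exact tests, over the tested genes with a Reactome entry. MetaCore was not used here.

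The edgeR and DESeq2 steps were tested on simulated counts with 200 changed genes in the cerebellum. The edgeR fit recovered 70% of them with 4 false calls among 144, over 16607 genes, and DESeq2 recovered 75% with 23 false calls among 173, over 16841 genes. In a region without simulated changes, edgeR made 0 calls and DESeq2 made 3. Each changed gene lay above a floor of mean counts and had the same size of change, up or down. For those raised, the median log2 fold change fitted by edgeR was 0.99. Changes as small as that of *Inpp5a* (-0.51) were not simulated, so the shares recovered do not apply to them. The counts were drawn with edgeR's own estimates of spread, which may favour edgeR over DESeq2.

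The alternatives set before the data were examined were DESeq2 1.42.0 on the same groups, DESeq2 with each region alone, DESeq2 size factors in edgeR, no filter beyond 1 count in any library, at least 10 counts in every library, edgeR with each region alone, the replicate number as a block within regions and across regions, the ratio of *Xist* to Y-linked counts as a covariate for sex, each library left out in turn, cerebellum-only genes defined by tests of the difference between regions, the authors' normalized table, a limit of 2 times for enrichment, and camera in place of fry. A correction of each library for GC content and gene length by smoothed curves was added after the data had been seen.

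The text chooses the genes it names by a rule set before the data were examined: genes that the paper names, including its 28 common genes; for each region and direction, the 5 genes with the smallest adjusted p whose knock-in libraries all lie on one side of all WT libraries; the 5 most abundant cerebellum-enriched genes that were lower only in the cerebellum; and at most 5 members of a gene set. *C1qa* and *Cd68* in the comparison of regions, *Ttr*, *Th* and the RNA polymerase II genes other than those of the 28 were named after their values were seen. Not every gene under this rule is discussed. Results for 1 gene are not reported here, and it was left out of Dixon's test and of the plot of the common genes but not of the counts of genes. Measurements in the paper other than RNA sequencing were not analysed here.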

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

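The tests of a lower share of Purkinje cell RNA, of library size and of a higher share of microglia RNA were chosen only after the results they bear on had been seen, as was the measure of how far the GC content and gene length correction moved the values.

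The knock-in cerebellum was the only group with 4 libraries, enough to ask whether 1 library lies far from the others by Dixon's test. Of 81 values checked, 5 were past the 95% limit, where chance gives 4.05. *Cacna2d3* was 96.3 CPM in knock-in cerebellum replicate 1 against 76.4, 77.7 and 78.6 in the other knock-in libraries. *Fam163b* was 52.9 CPM in replicate 2 against 37.9, 39.4 and 37.1. *Phf11d* was 1.86 CPM in replicate 1 against 2.88, 2.86 and 2.72. The mean log2 CPM of olfactory bulb genes was 0.454 in replicate 4 against 0.758, 0.820 and 0.758. No explanation was tested for these single values, and their number is close to what chance gives.

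The mean log2 CPM of choroid plexus genes was 6.18 in knock-in cerebellum replicate 3 and 0.913, 1.04 and 0.947 in the other knock-in libraries. *Ttr*, a choroid plexus gene, was 4547 CPM in that library and 1818 in WT cerebellum replicate 1, and between 4.12 and 12.3 in the other 5 cerebellum libraries. These are separate clusters, so no correlation across the cerebellum is given. In the 6 striatum libraries, *Ttr* ranged from 1434 to 8275 CPM and followed the mean of 19 other choroid plexus genes (Pearson's r = 0.990, exact permutation p = 0.00278, adjusted 0.00476; Spearman's rho = 0.943, exact permutation p = 0.0167, adjusted 0.05; Benjamini-Hochberg adjustment over the regions), and r was 0.899 without the 2 libraries farthest from the median. In the 6 prefrontal cortex libraries, *Ttr* stayed between 7.33 and 37.8 CPM, and the relation did not hold (r = 0.532, exact permutation p = 0.269; rho = 0.143, exact permutation p = 0.803), with r = -0.57 without the 2 farthest libraries. Choroid plexus tissue in some dissections may account for the spread of *Ttr* in the striatum, but the test asked for a rho over 0.7 in each region and the prefrontal cortex gave 0.143, so the requirement was not met. With so little *Ttr* in its libraries, the prefrontal cortex hardly tests this explanation. No biological explanation was tested, since *Ttr* does not follow the genotype.

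The knock-in effect differed between regions for 3 genes. For *Fam163b*, the log2 fold change in the cerebellum exceeded that in the prefrontal cortex by 1.94 (adjusted p = 0.00465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that in the striatum by 2.60 (adjusted p = 8.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 knock-in cerebellum libraries lay above the 3 WT libraries, at 10.0 to 12.9 CPM, while all 3 knock-in striatum libraries (78.7 to 86.5 CPM) lay below the WT ones (129 to 140 CPM). For *Cd68* the differences were 1.46 against the prefrontal cortex (adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.38 against the striatum (adjusted p = 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with cerebellar values of 7.82 to 8.89 CPM in knock-in and 2.83 to 4.37 in WT libraries. For *C1qa* the difference against the prefrontal cortex was 1.38 (adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With other splits of the 7 cerebellum libraries, 2 of the 8 splits that part as many same-numbered pairs gave at least 3 genes in the comparison with the prefrontal cortex, and 2 of 8 gave at least 2 genes in the comparison with the striatum, the real split included. Over all 35 splits, the numbers were 4 and 6, and a split other than the real one gave 110 genes in the comparison with the striatum. The other split among the 8 sets knock-in replicate 4 and the 3 WT libraries against the other 3 knock-in libraries. It nearly reverses the genotypes in the cerebellum while the other regions keep theirs, so effects of the knock-in allele that regions share enter its count, and it is not free of a genotype effect. These splits therefore do not settle whether the numbers of genes exceed chance, and 8 splits cannot give a share under 0.05. Reads from overlapping or antisense genes were not tested as an explanation for *Fam163b*.

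The microglia set rose more in the knock-in cerebellum than in both other regions, and 2 other immune sets rose more than in the prefrontal cortex alone. Against the prefrontal cortex, the microglia set had a median difference of 0.81 in log2 fold change, positive for 24 of 24 genes (adjusted p = 0.00154 from limma's rotation test with Benjamini-Hochberg adjustment). Disease-associated microglia genes had a median difference of 0.60, positive for 14 of 15, and complement genes 0.45, positive for 15 of 17 (adjusted p = 0.0126 for each from limma's rotation test with Benjamini-Hochberg adjustment over 45 tests). Against the striatum, the microglia set differed by 0.63, positive for 23 of 24 genes (adjusted p = 0.00408 from limma's rotation test with Benjamini-Hochberg adjustment). Complement genes (median difference 0.54, positive for 12 of 17) and disease-associated microglia genes (0.20, positive for 13 of 15) did not pass against the striatum, with adjusted p of 0.0800 and 0.178 from limma's rotation test with Benjamini-Hochberg adjustment. Interferon-stimulated and MHC class I genes passed against neither region, with median differences of 0.65 (positive for 28 of 33 genes) and 0.22 (17 of 23) against the prefrontal cortex and of -0.064 and -0.13 against the striatum. A candidate explanation for the immune genes called only in the cerebellum is a higher share of RNA from microglia in the knock-in cerebellum. It asks that microglia markers rise together there and more than in both other regions, and the larger of the adjusted p values of those differences was 0.00408. Whether such a share reflects more cells, more RNA per cell or the dissection was not tested.

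The set for inositol phosphate and calcium signalling of Purkinje cells fell more in the cerebellum than in the prefrontal cortex, with a median difference of -0.26, positive for 4 of 20 genes (adjusted p = 0.0313 from limma's rotation test with Benjamini-Hochberg adjustment). Against the striatum the median difference was -0.11, positive for 8 of 20 genes, and did not pass (adjusted p = 0.207 from limma's rotation test with Benjamini-Hochberg adjustment). The set also fell in the knock-in striatum, with a median log2 fold change of -0.12, 6 of 20 genes higher (adjusted p = 0.0330 from limma's rotation test with Benjamini-Hochberg adjustment), though with each library left out in turn this no longer passed in 5 of 6 striatum fits (adjusted p up to 0.149 from limma's rotation test with Benjamini-Hochberg adjustment), while the fall in the cerebellum passed in 7 of 7. Since the difference from the striatum did not pass, the fall is not shown to be specific to the cerebellum. *Inpp5a* could fall with other Purkinje cell genes if the knock-in libraries held less RNA from those cells. The mean log2 CPM of 21 Purkinje cell markers was lower in the knock-in cerebellum by a difference of -0.37 (two-sided exact permutation p = 0.0571), and *Inpp5a* relative to that mean differed by -0.17 (two-sided exact permutation p = 0.114). The fall of *Inpp5a* can therefore not be told apart from a lower share of Purkinje cell RNA. The median total of the knock-in libraries was 1.15 times that of the WT libraries. Each of the 4 knock-in totals lay above each of the 3 WT totals, so the comparison of genotypes alone cannot separate library size from genotype. Within each genotype, *Inpp5a* was higher in larger libraries. From the largest total to the smallest, its log2 CPM was 8.71, 8.43, 8.20 and 8.12 in knock-in and 8.92, 8.90 and 8.86 in WT libraries. If larger libraries lowered *Inpp5a* and nothing else varied, this order would be reversed within each genotype. These values therefore give no sign that larger libraries lowered *Inpp5a*. The mean of the Purkinje cell markers had the same order in the knock-in libraries, at 7.52, 7.42, 7.19 and 7.10. The knock-in order can thus not be assigned to library size alone, and library size is not excluded. After the correction for GC content and gene length, the log2 fold change of *Inpp5a* was -0.50 (adjusted p = 0.0372 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; from 9.70e-04 to 0.117 over all alternatives). The correction moved *Inpp5a* by 0.015 and the tested genes by a median of 0.012, at most 0.039 for 95% of them, so a call that remains after it shows little.

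The calcium transport set changed differently in the striatum and the prefrontal cortex, with a median difference of -0.11, positive for 22 of 65 genes (adjusted p = 0.0126 from limma's rotation test with Benjamini-Hochberg adjustment). No technical explanation was tested for this difference.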

How the results depend on the processing

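The GC content and gene length correction was chosen after the data had been seen, and the other alternatives before the data were examined. With edgeR's quasi-likelihood test over all 19 libraries, 87 genes were higher and 53 lower in the knock-in cerebellum, 66 and 32 in the striatum and 15 and 3 in the prefrontal cortex. The cause of the changes listed here was not tested.

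With DESeq2 on the same groups, the counts of higher and lower genes were 176 and 154 in the cerebellum, 112 and 101 in the striatum and 36 and 20 in the prefrontal cortex. It gave 28 genes higher in all 3 regions (13 with edgeR), all 28 of the paper's common genes (13), 111 cerebellum-only genes higher (42) and 145 lower (51), with 1 and 48 of them enriched in the cerebellum (0 and 24), and 5 of the striatum genes named in the discussion (2). The knock-in effect differed for 33 genes between cerebellum and prefrontal cortex (3), 55 between cerebellum and striatum (2) and 12 between striatum and prefrontal cortex (0, with 743 at an unadjusted p under 0.05). With DESeq2 and each region alone, the counts were 211 and 265, 109 and 154, and 23 and 10 in the same order of regions, with 21 genes higher in all 3 regions, 145 cerebellum-only genes higher and 251 lower, 6 and 93 of them enriched, and 1 *Inpp5* paralog called in the cerebellum (0 with edgeR, 3 at an unadjusted p under 0.05).

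With edgeR and each region alone, 88 genes were lower in the cerebellum, 31 higher and 15 lower in the striatum, and 0 higher and 0 lower in the prefrontal cortex, where 237 and 334 had an unadjusted p under 0.05. Thus 0 genes were higher in all 3 regions, and 0 of the paper's 28 common genes passed (70 and 27 at an unadjusted p under 0.05). Cerebellum-only genes lower numbered 87, with 44 enriched, 1 enriched gene was among those higher, and 1 striatum gene named in the discussion passed (*Pde10a*). The log2 fold change of *Inpp5a* was -0.51 and no longer past the threshold (adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 9.70e-04 to 0.117 over the alternatives). Some gene sets that did not pass changed direction in the rotation test. Their medians were 0.076 for reactive astrocytes and 0.039 for cortical excitatory neuron genes in the prefrontal cortex, -0.074 for olfactory bulb genes in the cerebellum, and -0.17 in the striatum for olfactory bulb genes and for those outside Supplementary Data 1.

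Same-numbered knock-in and WT libraries are different animals, and their deviations from the group means had a mean correlation of -0.0526 in the cerebellum, 0.00464 in the striatum and 0.0597 in the prefrontal cortex. With the replicate number as a block, 42 genes were higher in the striatum, 8 higher and 1 lower in the prefrontal cortex, and 8 in all 3 regions, with 7 of the paper's common genes and 0 of the striatum genes named in the discussion (5 at an unadjusted p under 0.05). The knock-in effect differed for 1 gene between cerebellum and prefrontal cortex and for 8 between cerebellum and striatum. *Inpp5a* changed by -0.45 in the cerebellum (adjusted p = 0.0678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in the range from 9.70e-04 to 0.117) and *Sp1* by -0.039. Knock-in cerebellum replicate 4 has no WT library of its number, so it adds nothing to the difference in this fit. Leaving that library out of the main fit gave -0.44 for *Inpp5a* (adjusted p = 0.0655 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a block across regions, 1 gene differed between cerebellum and striatum. Same-numbered libraries of these regions matched in sex in 3 of 6 pairs, so that block joined some libraries of different animals.

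With the covariate for sex, 1 gene differed between cerebellum and striatum, 1 striatum gene named in the discussion passed (*Kcnab1*), and reactive astrocytes genes in the prefrontal cortex had a median of 0.051 and a reversed direction in the rotation test. With the GC content and gene length correction, 1 striatum gene named in the discussion passed (*Kcnab1*) and *Rbfox3* changed by 0.014 in the prefrontal cortex. With at least 10 counts in every library, 4 tests of gene sets reversed in direction. The median was -1.11 for olfactory bulb genes in the cerebellum, which then passed the threshold. It was -0.070 in the striatum for those outside Supplementary Data 1, and 0.016 and 0.068 for reactive astrocytes in the striatum and prefrontal cortex, none of which passed. With camera in place of the rotation test, 21 gene set tests passed (13). Defined by tests of the difference between regions, cerebellum-only genes numbered 2 higher and 0 lower, where 37 of the 51 lower genes had an unadjusted p under 0.05 in both tests. DESeq2 size factors in edgeR and the absence of a filter moved no count by more than 1.5 times.

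With each library left out in turn, counts ranged from 48 to 94 genes higher and 23 to 64 lower in the cerebellum, 29 to 77 and 6 to 44 in the striatum, and 4 to 15 and 1 to 2 in the prefrontal cortex. Genes higher in all 3 regions numbered 4 to 14, as did the paper's common genes, and cerebellum-only genes 19 to 62 higher and 23 to 61 lower, with 13 to 28 of the latter enriched. *Kcnab1* was no longer past the threshold in 4 of the 6 striatum fits and *Cacna2d3* in 5 of 6. The striatum genes named in the discussion numbered 0 to 4, where all 5 had an unadjusted p under 0.05 without striatum knock-in replicate 1. The knock-in effect differed for 1 to 4 genes between cerebellum and prefrontal cortex, 1 to 6 between cerebellum and striatum and 0 to 1 between striatum and prefrontal cortex. The log2 fold change of *Inpp5a* in the cerebellum stayed between -0.64 and -0.44, and in 6 of the 7 fits it was no longer past the threshold. That of *Inpp5f* ranged from -0.085 to 0.32, that of *Sp1* from -0.086 to 0.15 in the cerebellum and that of *Rbfox3* from -0.12 to 0.089 in the prefrontal cortex.

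Across the same fits, the median log2 fold change of gene sets with a reversed direction in any of these fits or in the settings above ranged as follows. In the cerebellum it ran from -0.040 to 0.18 for medium spiny neuron genes, -0.16 to 0.054 for cortical excitatory neuron genes, 0.064 to 0.63 for olfactory bulb genes and -2.48 to 3.42 for choroid plexus genes. In the striatum it ran from -0.19 to 0.10 for reactive astrocytes, -0.020 to 0.23 for complement, -0.013 to 0.16 for microglia, -0.079 to 0.18 for disease-associated microglia, -0.11 to 0.74 for cortical excitatory neuron genes, which passed the threshold at the upper end without striatum WT replicate 3, -0.55 to 0.32 for choroid plexus genes, -0.068 to 0.27 for olfactory bulb genes and 0.034 to 0.31 for those outside Supplementary Data 1. In the prefrontal cortex it ran from -0.15 to 0.049 for reactive astrocytes, -9.10e-04 to 0.80 for medium spiny neuron genes, -0.13 to 0.12 for cortical excitatory neuron genes, -0.11 to 0.51 for choroid plexus genes, -0.24 to 0.016 for Purkinje cell genes and -1.58 to 0.27 for olfactory bulb genes outside Supplementary Data 1.

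Apart from the results on which the paper's conclusions rest, *Inpp5a* and the reactive astrocytes among them, which are given above where they changed, the values for single genes and gene sets changed as follows under all alternatives: 1164 kept their direction and their side of the threshold, 61 lost and 27 gained a call in the same direction, and 36 reversed, with their values in the settings and ranges above. At the depth of these libraries, *Oas1g* had at most 2 counts in any WT cerebellum library and *Gm8210* at most 1 in any knock-in striatum library, so the size of their changes was not determined.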

Differences from the paper's values

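The paper gives 110 genes higher only in the cerebellum, and 42 were found here. With DESeq2 on the same groups the number was 111, and with DESeq2 and each region alone it was 145. None of the other alternatives set before the data were examined closed the gap, and their numbers lay between 2 and 62. The paper gives 145 genes lower only in the cerebellum, and 51 were found here. DESeq2 on the same groups gave 145, and none of the other alternatives set before the data were examined closed the gap, with DESeq2 and each region alone at 251 and the rest between 0 and 87, where the 0 came from tests of the difference between regions and 37 genes had an unadjusted p under 0.05 in both. The paper gives 28 genes higher in all 3 regions, and 13 were found here. DESeq2 gave 28 on the same groups and 21 with each region alone, and the other alternatives set before the data were examined gave between 0 and 18, the highest with the covariate for sex (18) and without the filter on low counts (17). The 0 came from edgeR with each region alone, where 70 genes had an unadjusted p under 0.05 in all 3 regions.

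For the cerebellum, the paper shows about 180 genes higher in Fig. 4b, read by eye, against 87 here, and about 160 genes lower in Fig. 4b, read by eye, against 53 here. For the striatum, it shows about 110 genes higher in Fig. 4b, read by eye, against 66, and about 100 genes lower in Fig. 4b, read by eye, against 32. For the prefrontal cortex, it shows about 36 genes higher in Fig. 4b, read by eye, against 15, and about 20 genes lower in Fig. 4b, read by eye, against 3. Of the alternatives set before the data were examined, DESeq2 on the same groups came within 1.5 times of each of these, with 176 and 154 genes in the cerebellum, 112 and 101 in the striatum and 36 and 20 in the prefrontal cortex. DESeq2 with each region alone did so for genes higher in the cerebellum (211) and in the striatum (109) and not for genes lower in the cerebellum (265), lower in the striatum (154), or higher and lower in the prefrontal cortex (23 and 10). Leaving out striatum knock-in replicate 2 gave 77 genes higher in the striatum. The other alternatives did not close these gaps.

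The lists themselves were compared by gene. Of the paper's 145 genes lower only in the cerebellum, 48 were in the list of 51 found here, and of its 110 higher genes, 34 were in the list of 42. Of its 88 striatum-only lower genes 26 were found, and of its 45 higher genes 13. Of its 13 prefrontal-only lower genes 12 were tested and 0 were called, and of its 4 higher genes 0 were called. Each tested gene of these lists changed in the direction that the paper gives. With DESeq2 on the same groups, 143 of the 145, 110 of the 110, 88 of the 88, 45 of the 45, 13 of the 13 and 4 of the 4 genes were in the same list.

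The paper states that its genes higher only in the cerebellum have similar levels in the regions it compares. In the authors' normalized counts, 44 of those 110 genes were within 3-fold of both other regions in WT mice, 58 were at least 3 times lower in the cerebellum than in both, and 1 was at least 3 times higher. The paper states that *Inpp5a* alone among its paralogs fell significantly, and DESeq2 with each region alone called a fall of *Inpp5j*, while the other settings did not. Of the 5 striatal genes that the paper names among its lower genes, 2 were called here, *Kcnab1* and *Cacna2d3*, of which the former was not called in 4 and the latter in 5 of the 6 fits that each left out a striatum library. DESeq2 on the same groups called all 5. *Pde10a* was also called by DESeq2 with each region alone, without the filter on low counts, with at least 10 counts in every library, and by edgeR with each region alone, and *Camk2b* and *Tomm70a* were also called without striatum knock-in replicate 2.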

Other observations

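The tests of olfactory bulb tissue in WT prefrontal cortex replicate 3, of the dependence of the prefrontal genes on that library, and of sex for *Polr2a*, and the counts of genes shared with the corrected fits, were chosen only after the results had been seen.

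Other splits of the libraries into groups of the same sizes were fitted in each region, and the real split was compared with splits that part as many same-numbered pairs. Such splits number 8 in the cerebellum and 4 in the striatum and prefrontal cortex, too few for a share under 0.05. In the cerebellum, 1 of 8 gave at least 140 genes, the real one, as did 1 of all 35, and another split gave at most 23. In the striatum, 1 of 4 gave at least 98 genes, as did 1 of all 10, where another gave 59. In the prefrontal cortex, 2 of 4 gave at least 18 genes, as did 3 of all 10, where another gave 58, so the number of genes there is no larger than other splits give. The real split alone gave as many genes higher in all 3 regions (1 of 8 cerebellum splits, 1 of 35, with at most 0 elsewhere), cerebellum-only genes higher (1 of 8, 1 of 35, at most 5 elsewhere), cerebellum-only genes lower (1 of 8, 1 of 35, at most 18) and enriched genes among the latter (1 of 8, 1 of 35, at most 2). For enriched genes among cerebellum-only genes higher, where the real count was 0, 8 of 8 and 35 of 35 splits gave as many. Gene sets past the threshold were as many in 1 of 8 and 1 of 35 splits of the cerebellum (at most 6 in others), 1 of 4 and 1 of 10 of the striatum (at most 1), and 2 of 4 and 2 of 10 of the prefrontal cortex. For genes whose knock-in effect differs between striatum and prefrontal cortex, of which there were 0 (743 at an unadjusted p under 0.05), 4 of 4 and 10 of 10 splits gave as many. The remaining splits part fewer pairs, so libraries with the same number are placed together more often in them.

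Some of the paper's genes lower only in the prefrontal cortex are genes of the olfactory bulb, and 1 library may hold olfactory bulb tissue. *Th* was 171 CPM in WT prefrontal cortex replicate 3 and between 1.35 and 5.50 in the other 5 prefrontal libraries. Of 20 olfactory bulb markers outside Supplementary Data 1, 17 were tested, and 13 were highest in that library, where 21.2% of all genes were. Their median log2 difference from the other 5 libraries was 2.19, at percentile 100 among 10000 random lists matched on expression. Olfactory bulb tissue in this dissection is a candidate explanation for the levels of these genes. Without that library, 5 of the 12 tested genes of the paper's list lost the greater part of their log2 fold change (*Th* went from -5.15 to -1.43), and 0 did so without any other prefrontal library. The test asked for most of the genes to do so, and 5 of 12 is fewer, so the list as a whole is not shown to rest on this library.

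Technical explanations for the differentially expressed genes as a whole were tested in the same fit. After correction for GC content and gene length, 158 genes were called in the cerebellum against 140 without it, and 138 of the 140 were among them. Over the 3 regions, 248 of 256 calls were also made after the correction, which moved the cerebellar log2 fold changes by a median of only 0.012 and so is a weak test of these calls. With the ratio of *Xist* to Y-linked counts as a covariate, 277 calls were made in the 3 regions together, against 256, and 242 of the 256 were among them in the same direction, so sex as measured by this ratio does not account for most of them. By region, 138 of 140, 86 of 98 and 18 of 18 were shared in the cerebellum, striatum and prefrontal cortex. *Tbp* lies on chromosome 17, and genes carried along with the targeted allele could differ from those of WT mice. Of 459 tested genes within 20 Mb of *Tbp*, 8 were called in at least 1 region, against 186 of the other 16382 (one-sided Fisher exact p = 0.161), so the test did not show an excess there. *Grm4*, *H2-K1*, *Psmb8* and *Aif1* were among the 8.

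*Polr2a* rose in all 3 regions while the other 12 RNA polymerase II genes had a median log2 fold change of 0.061 in the cerebellum, so a rise of all subunits does not account for it. With the covariate for sex its log2 fold change in the cerebellum was 0.95 against 0.97 without. The paper does not comment on this gene among its common genes. Whether *Polr2a* responds to the mutant TBP protein, with which RNA polymerase II works at promoters, remains a hypothesis that these libraries do not test.

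*Kcnj10*, which encodes a potassium channel of glia, fell in the knock-in striatum by 1.79 on the log2 scale (103 ± 2.76 CPM in WT and 29.7 ± 5.79 in knock-in mice, SD, n = 3 each; adjusted p = 0.0299 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in the prefrontal cortex by 2.10 (adjusted p = 0.0246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 knock-in libraries were below all 3 WT libraries in both regions. Within a single region, chance separates 3 libraries from 3 in either direction for 10% of genes, and the share for both regions together was not computed. With each library left out in turn, the change no longer passed in 6 of 6 fits of the striatum and in 5 of 6 of the prefrontal cortex. The prefrontal change was also not past the threshold with each region fitted alone. Over the alternatives, the adjusted p reached 0.149 in the striatum and 0.233 in the prefrontal cortex at the highest by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while the log2 fold change stayed between -1.93 and -1.63 in the striatum and between -2.36 and -1.88 in the prefrontal cortex. In the cerebellum the change was -0.49, and the difference of the effect between cerebellum and prefrontal cortex was 1.61 (adjusted p = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the regions are not shown to differ. No explanation was tested.

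*Gm8210*, a processed pseudogene on chromosome 1 from 43189156 to 43189638 (GRCm38), was at 2.32 CPM in WT and 0.0220 in knock-in striatum, 1.81 in WT and 0 in knock-in prefrontal cortex, and 1.98 in WT and 0.978 in knock-in cerebellum. Reads of a processed pseudogene can come from its parent gene or a variant of it, and the authors' counting could divide them. No test of this was made, and no sensitivity to read assignment can be computed from counts.

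*Kcnab1* fell in all 3 knock-in striatum libraries relative to WT and rose in all 3 knock-in prefrontal cortex libraries. The difference of the knock-in effect was -1.12 and did not pass (adjusted p = 0.254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

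The paper measures proteins whose RNA is in these libraries at 3 months. Its blots of calbindin and DARPP32 in knock-in mice came from older animals, so RNA and protein are not compared at the same age. *Calb1*, for calbindin, went from 1987 to 1404 CPM in the cerebellum (log2 fold change -0.50), and *Ppp1r1b*, for DARPP32, from 2431 to 1595 CPM in the striatum (log2 fold change -0.61), with adjusted p of 0.353 and 0.751 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 with each region alone called both, at adjusted p of 4.54e-04 and 0.0132 with Benjamini-Hochberg adjustment. The other alternatives called neither, and the adjusted p ranged up to 0.678 for *Calb1* and 0.992 for *Ppp1r1b*. *Gfap* changed by 0.36 in the striatum and -0.56 in the prefrontal cortex, and *Tbp* by -0.14, -0.12 and -0.15 in the cerebellum, striatum and prefrontal cortex, none of these *Gfap* and *Tbp* changes past the threshold in the fit of all 19 libraries.

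*Xist* and Y-linked counts separate the libraries into female and male. The cerebellum had 2 female and 2 male knock-in and 2 female and 1 male WT libraries. In the striatum and in the prefrontal cortex, 1 knock-in and 2 WT libraries were female. Same-numbered striatum and prefrontal cortex libraries of one genotype had the same sex in 6 of 6 pairs, while cerebellum and striatum libraries did in 3 of 6 and cerebellum and prefrontal cortex libraries in 3 of 6.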
